# Phase Separation Mediates NUP98 Fusion Oncoprotein Leukemic Transformation

**DOI:** 10.1158/2159-8290.CD-21-0674

**Published:** 2021-12-13

**Authors:** Bappaditya Chandra, Nicole L. Michmerhuizen, Hazheen K. Shirnekhi, Swarnendu Tripathi, Brittany J. Pioso, David W. Baggett, Diana M. Mitrea, Ilaria Iacobucci, Michael R. White, Jingjing Chen, Cheon-Gil Park, Huiyun Wu, Stanley Pounds, Anna Medyukhina, Khaled Khairy, Qingsong Gao, Chunxu Qu, Sherif Abdelhamed, Scott D. Gorman, Simranjot Bawa, Carolyn Maslanka, Swati Kinger, Priyanka Dogra, Mylene C. Ferrolino, Danika Di Giacomo, Cristina Mecucci, Jeffery M. Klco, Charles G. Mullighan, Richard W. Kriwacki

## Abstract

NUP98 fusion oncoproteins (FO) are drivers in pediatric leukemias and many transform hematopoietic cells. Most NUP98 FOs harbor an intrinsically disordered region from NUP98 that is prone to liquid–liquid phase separation (LLPS) *in vitro*. A predominant class of NUP98 FOs, including NUP98–HOXA9 (NHA9), retains a DNA-binding homeodomain, whereas others harbor other types of DNA- or chromatin-binding domains. NUP98 FOs have long been known to form puncta, but long-standing questions are how nuclear puncta form and how they drive leukemogenesis. Here we studied NHA9 condensates and show that homotypic interactions and different types of heterotypic interactions are required to form nuclear puncta, which are associated with aberrant transcriptional activity and transformation of hematopoietic stem and progenitor cells. We also show that three additional leukemia-associated NUP98 FOs (NUP98–PRRX1, NUP98–KDM5A, and NUP98–LNP1) form nuclear puncta and transform hematopoietic cells. These findings indicate that LLPS is critical for leukemogenesis by NUP98 FOs.

**Significance:**

We show that homotypic and heterotypic mechanisms of LLPS control NUP98–HOXA9 puncta formation, modulating transcriptional activity and transforming hematopoietic cells. Importantly, these mechanisms are generalizable to other NUP98 FOs that share similar domain structures. These findings address long-standing questions on how nuclear puncta form and their link to leukemogenesis.

*This article is highlighted in the In This Issue feature, p. 873*

## Introduction

Chromosomal translocations involving the nucleoporin 98 (*NUP98*) gene are observed in various hematologic malignancies and are a hallmark of high-risk childhood leukemias. NUP98 fusion oncoproteins (FO) occur in approximately 5% of all pediatric patients with acute myeloid leukemia (AML; refs. 1–5). *NUP98* rearrangement shows increased prevalence within specific AML subtypes, including those with monocytic, megakaryoblastic, and erythroid differentiation (3, 6–9). Moreover, 50% of children with chemotherapy-resistant AML bear NUP98 FOs (10), and there are currently no effective targeted therapeutic strategies for these patients. Thus, understanding the molecular mechanism by which NUP98 FOs drive cancer is needed to offer pediatric patients with AML opportunities for improved clinical outcomes in the future.

In normal cells, NUP98 primarily functions within the nuclear pore complex (NPC), with additional roles in transcription and mitosis (11–15). The N-terminal portion of the NUP98 protein is an intrinsically disordered region (IDR) enriched in phenylalanine-glycine (FG) motifs (16) interrupted by a Gle2-binding-sequence (GLEBS) domain (17). NUP98 FOs universally include the N-terminal region of NUP98 linked to C-terminal regions from one of >30 partner genes, almost all of which exhibit one or more DNA- or chromatin-binding domains (ref. 18; Supplementary Table S1). The most prevalent type of fusion partners exhibit a DNA-binding homeodomain (18), with NUP98–HOXA9 the first identified and most well studied (19, 20). Also prevalent are NUP98 fusion partners that are epigenetic regulators, many of which exhibit chromatin-binding PHD and/or SET domains, including NUP98–KDM5A (18). A distinguishing but often overlooked feature of NUP98 FOs is that they form nuclear foci or puncta (Supplementary Table S1). Although puncta formed by NUP98 FOs have been associated with leukemogenic phenotypes in hematopoietic cells (21), how puncta form and how they are linked with altered cellular behavior are poorly understood.

Importantly, data from multiple sources indicate influences of the NUP98 FOs on chromatin state, including accessibility for gene expression. For example, NUP98–HOXA9 (NHA9), NUP98–NSD1, NUP98–KDM5A, and NUP98–PHF23 bind at the *HoxA* gene cluster, a locus that is otherwise highly compacted and repressed during differentiation (21–24). Results from model systems and patient samples bearing NUP98 FOs, including NHA9 and others (6, 7, 25, 26), show that chromatin remodeling drives aberrant transcription and upregulation of *HOX* genes. In addition, transcriptional cofactors (27), including CREBBP (28), EP300 (28), XPO1 (CRM1; ref. 29), and KMT2A (23, 30) or WDR–SET1–COMPASS complexes (23, 30), interact with NUP98's IDR and mediate the transcriptional signature unique to *NUP98*-rearranged hematologic malignancies (22). However, how chromatin remodeling and aberrant transcriptional regulation are orchestrated within the nuclear puncta formed by NUP98 FOs is only beginning to be understood (31).

The transcriptional machinery is organized within submicron-size puncta termed transcriptional condensates (32) that form through liquid–liquid phase separation (LLPS; refs. 33–37). Many transcriptional regulators, including transcription factors, coregulators, and RNA polymerase II, contain IDRs that promote multivalent interactions that drive LLPS *in vitro* and in cells (38). Biomolecules within transcriptional condensates are highly dynamic, promoting biochemical processes within them (36). Transcription factors often display a disordered, LLPS-prone activation domain linked to a sequence-specific DNA-binding domain and promote the formation of transcriptional condensates at regulatory DNA sites within genes (34). The LLPS-prone IDRs of transcriptional coregulators and RNA polymerase II enable their copartitioning with transcription factors within condensates (34).

We and others (27, 31) observed similarities between the domain structure of transcription factors and NUP98 FOs, specifically, the presence of a phase separation–prone IDR and DNA- or chromatin-binding domains. The N-terminal FG-rich IDR of NUP98 (NUP98-N), common to all leukemia-associated NUP98 FOs (18), undergoes LLPS to form gel-like condensates *in vitro* (31, 39). Further, as noted above, the NHA9 (40) and other NUP98 FOs (Supplementary Table S1) were previously shown to localize within nuclear puncta, which we and others (27, 31) propose are aberrant transcriptional condensates. We propose that these NUP98 FO–driven nuclear puncta form through LLPS via a combination of homotypic and heterotypic mechanisms (Fig. 1A). Herein, we present *in vitro* and cellular data showing that both homotypic and heterotypic mechanisms of LLPS are directly linked to the formation of nuclear puncta by NHA9 in cells, which in turn are associated with aberrant transcription and transformation of lineage-negative hematopoietic stem and progenitor cells (lin^−^ HSPC). Further, we show that three additional leukemia-associated NUP98 FOs form nuclear puncta and transform lin^−^ HSPCs, and that nuclear puncta are present in human NUP98-rearranged AML cells.

**Figure 1.**
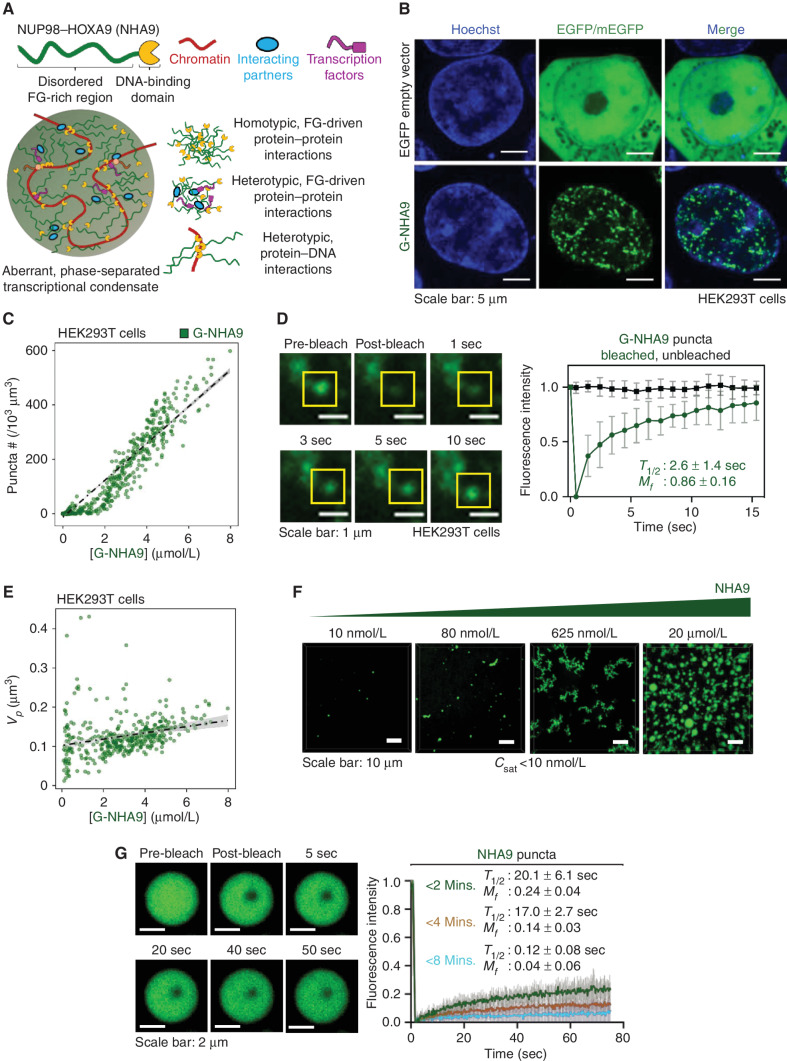
LLPS by the N-terminal FG motif–rich IDR governs the puncta-forming behavior of G-NHA9 in cells and *in vitro*. **A,** Scheme depicting the hypothesized role of both homotypic and heterotypic interactions in the formation of aberrant transcriptional condensates by NHA9 via LLPS. **B,** Representative confocal microscopy images of live HEK293T cells expressing EGFP empty vector (top, green) or G-NHA9 (bottom, green). DNA is stained with Hoechst dye (blue). **C,** The number of puncta per 10^3^ μm^3^ nuclear volume (puncta #,/10^3^ μm^3^) versus the total nuclear concentration of the G-NHA9 construct [G-NHA9]. The dotted lines represent linear fitting for visualization purposes, and the gray area indicates 95% confidence interval. Number of cells (*n*) = 935, including the cells with zero punctum. **D,** Confocal micrographs of fluorescence recovery (inside yellow box) of a single G-NHA9 punctum in HEK293T cells at different times after photobleaching (FRAP, left). FRAP recovery curve for a photobleached punctum (green, right) and an unbleached punctum (black, right). Individual puncta were manually tracked at different times, and recovery was plotted as the mean ± SD (*n* = 20). **E,** The average puncta volume (*V_p_*, μm^3^) versus the total nuclear concentration of the G-NHA9 construct [G-NHA9]. The dotted lines represent linear fitting for visualization purposes, and the gray area indicates 95% confidence interval. Number of cells (*n*) = 378, excluding the cells with zero punctum. **F,** Confocal fluorescence micrographs of Alexa 488–labeled NHA9 condensates prepared *in vitro* with increasing protein concentration. The micrographs are presented as maximum intensity projections of 13 confocal planes offset by 0.5 μm per plane. Saturation concentration (*C*_sat_) is less than 10 nmol/L. **G,** Confocal micrographs of fluorescence recovery of 20 μmol/L NHA9 (mixed with 200 nmol/L Alexa 488–labeled NHA9) within condensates at multiple time points acquired within 2 minutes of initiation of phase separation (left). FRAP recovery curves for NHA9 condensates within 2 (green), 4 (brown), and 8 (cyan) minutes of formation (right). Data are plotted as mean ± SD (*n* = 15). *T*_1/2_ represents the half-life of the fluorescence recovery, and *M_f_* represents the mobile fraction.

## Results

### NHA9 Forms Puncta in Cells and *in Vitro* via LLPS

To understand the mechanism driving nuclear puncta formation by NHA9, we expressed monomeric-enhanced GFP (mEGFP)–tagged NHA9 (G-NHA9) in HEK293T cells and quantified the features of the resulting nuclear puncta in many cells. G-NHA9 formed hundreds of puncta in cell nuclei (Fig. 1B) with puncta number increasing with the G-NHA9 nuclear concentration ([G-NHA9]; Fig. 1C; Supplementary Fig. S1A and S1B). Importantly, the mEGFP tag negligibly affected puncta formation (Supplementary Fig. S1C). Fluorescence recovery after photobleaching (FRAP) experiments showed that G-NHA9 molecules are mobile within puncta (Fig. 1D), and puncta showed extensive movement within cell nuclei, but fusion events were not observed (Supplementary Video S1). Average volumes of G-NHA9 puncta (*V_p_*) increased slightly with increasing [G-NHA9] (Fig. 1E). We propose that G-NHA9 puncta form through LLPS driven by interactions mediated by the multivalent FG motifs and interactions of the HOXA9 homeodomain with DNA (Fig. 1A).

We also probed LLPS by NHA9 using *in vitro* assays and observed formation of submicron-size condensates at concentrations ≥10 nmol/L (Fig. 1F). At 20 μmol/L, NHA9 condensates exhibited features characteristic of formation through LLPS (e.g., many exhibited circular morphology apparently driven by surface tension; ref. 41). Turbidity assays also indicated condensate formation (Supplementary Fig. S1D). Notably, FRAP results showed that the NHA9 condensates prepared *in vitro* rapidly transitioned to a gel-like phase, as shown by reduced values of the mobile fraction (*M_f_*) and *T*_1/2_ for NHA9 shortly after induction of condensation (Fig. 1G) and the inability to fuse in time-lapse fluorescence microscopy images (Supplementary Video S1). Together, our findings show that NHA9 forms condensates *in vitro* through the process of homotypic LLPS and suggest that homotypic FG motif interactions contribute to puncta formation in cells.

### DNA Binding by NHA9 Modulates LLPS Behavior

We next asked whether DNA binding influences condensation behavior of G-NHA9 in HEK293T cells by expressing a construct with the homeodomain mutated to weaken DNA binding (G-NHA9–ΔDNA; Supplementary Fig. S2A). Three amino acids were mutated based on analysis of the HOXA9 homeodomain/DNA structure (42) using FoldX (43). In contrast to G-NHA9, G-NHA9–ΔDNA formed a smaller number of large, round condensates localized in both the nucleus and cytoplasm (Fig. 2A and B). The average volumes of nuclear G-NHA9–ΔDNA puncta were 3-fold larger than those for G-NHA9 (Fig. 2C; Supplementary Table S2), and they exhibited fusion events (Fig. 2D; Supplementary Fig. S2B; Supplementary Videos S2 and S3). Similar to G-NHA9, G-NHA9–ΔDNA molecules within condensates were mobile, although the *M_f_* was reduced relative to that for G-NHA9 (Fig. 2E). Additional features differed between the G-NHA9–ΔDNA and G-NHA9 condensates. For example, although values of the average concentration in the nucleoplasm (light phase, LP; [LP]) for G-NHA9 and G-NHA9–ΔDNA were similar (Fig. 2F; Supplementary Table S2), the corresponding values of the average concentration within puncta (dense phase, DP; [DP]) differed (Fig. 2G), with G-NHA9–ΔDNA partitioning (*K_p_*) over 2-fold more than G-NHA9 into puncta (Fig. 2H; Supplementary Table S2). Further, analysis of the Pearson correlation coefficient (PCC) for images of the two constructs showed that the condensates formed by G-NHA9 overlap with DNA to a significantly larger extent than those of G-NHA9–ΔDNA (Fig. 2I). Collectively, these results demonstrate that the puncta-forming behavior of G-NHA9 in HEK293T cells is strongly influenced by binding to DNA.

**Figure 2.**
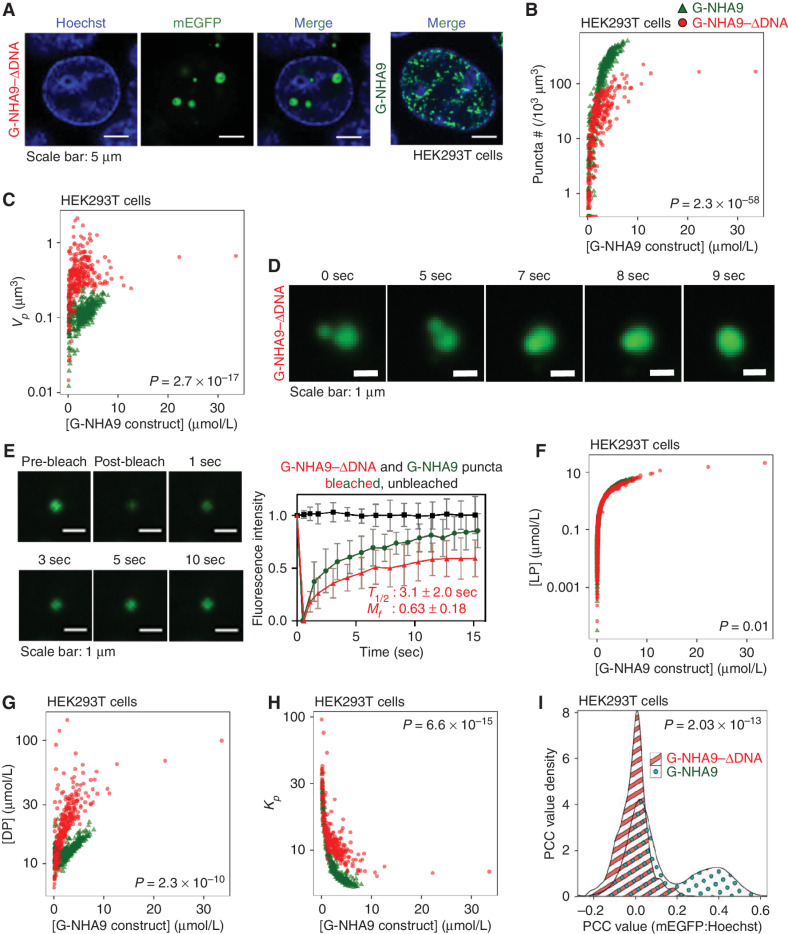
DNA binding by the HOXA9 homeodomain of NHA9 influences puncta morphology and behavior. **A,** Representative confocal microscopy image of live HEK293T cells expressing G-NHA9–ΔDNA (green). DNA is stained with Hoechst dye (blue). An overlay of the G-NHA9–expressing cell from Fig. 1B is included for comparison (right). **B** and **C,** Plots of puncta # (/10^3^ μm^3^; **B**) and *V_p_* (μm^3^; **C**) versus [G-NHA9 construct] for G-NHA9 (green) and G-NHA9–ΔDNA (red) from data represented in **A**. Data are plotted on a semi-log (*y*-axis: log_10_) scale. **D,** Still images of multiple time points taken from a time-lapse confocal fluorescence microscopy video (Supplementary Video S2) of a fusion event in an HEK293T cell expressing G-NHA9–ΔDNA. **E,** Confocal micrographs of FRAP of a G-NHA9–ΔDNA punctum in HEK293T cells at different time points after photobleaching (left). Fluorescence recovery curves are shown for bleached (red, right) and unbleached puncta (black, right). The recovery curve for G-NHA9 is also provided for comparison (green). Individual puncta were manually tracked at different times, and the G-NHA9–ΔDNA fluorescence intensity versus recovery time was plotted as the mean ± SD (*n* = 20). The pairwise *P* value for the recovery curves between G-NHA9 and G-NHA9–ΔDNA is 2.2 × 10^−16^ using the *t* test. **F–H,** Plots of the concentration of the NHA9 construct in the nuclear light phase ([LP], μmol/L; **F**) and within puncta (termed the dense phase; [DP], μmol/L; **G**), and the *K_p_* (${K_p}{\mathrm{\ }} = {\mathrm{\ }}\frac{{[ {{\mathrm{DP}}} ]}}{{[ {{\mathrm{LP}}} ]}}$ (**H**) versus [G-NHA9 construct] for G-NHA9 (green) and G-NHA9–ΔDNA (red). Data are plotted on a semi-log (*y*-axis: log_10_) scale. **I,** 1D-density distribution of PCC per cell for G-NHA9 and G-NHA9–ΔDNA to analyze the linear relationship of the signal between mEGFP and Hoechst. Refer to Supplementary Table S2 for mean values ± standard error. The pairwise *P* values between G-NHA9 and G-NHA9–ΔDNA are shown in each plot (**B**, **C**, **F–I**; see Methods; *n* = 935 and 780 in **B**, **F**, and **I** including the cells with zero punctum, and *n* = 378 and 254 in **C**, **G**, and **H** excluding the cells with zero punctum, respectively, for G-NHA9 and G-NHA9–ΔDNA).

To evaluate the influence of the C-terminal HOXA9 region on LLPS by NHA9 and NHA9–ΔDNA, we deleted this region, resulting in NUP98-N. NUP98-N formed condensates at concentrations as low as 10 nmol/L *in vitro* (Supplementary Fig. S2C). In HEK293T cells, mEGFP-tagged NUP98-N (G-NUP98-N) formed a smaller number of slightly larger puncta than G-NHA9–ΔDNA and displayed slightly greater partitioning into puncta (1.13-fold; Supplementary Fig. S2D–S2G; Supplementary Table S2). These results indicate that the FG-rich region is the main driver of LLPS by G-NHA9–ΔDNA and that the mutated HOXA9 region in this construct reduces the propensity for LLPS, probably by increasing protein solubility (e.g., due to many charged and polar residues; Supplementary Fig. S2H). This idea is supported by the failure of the HOXA9 region of NHA9 to form condensates *in vitro* (Supplementary Fig. S2I).

Time-lapse imaging of G-NUP98-N puncta in cells revealed that they readily fuse (Supplementary Fig. S2J; Supplementary Video S4), and FRAP analysis showed that G-NUP98-N molecules within them were mobile, as observed for G-NHA9–ΔDNA (Supplementary Fig. S2K). Together, our observations show that the two NHA9–derived constructs that lack DNA-binding activity, G-NHA9–ΔDNA and G-NUP98-N, form condensates in HEK293T cells through LLPS. The observation that G-NHA9 partitions significantly less extensively into small puncta than G-NHA9–ΔDNA and G-NUP98-N do into large puncta (Fig. 2H; Supplementary Fig. S2G) shows that DNA binding by G-NHA9 (a type of heterotypic interaction) competes with its FG motif–dependent interactions, modulating partitioning within puncta. Based upon the circular appearance and diffusivity of mEGFP-tagged molecules within G-NHA9 puncta, and the concordance of the concentration dependence of *K_p_* values for this construct and its DNA binding–deficient counterparts, indicative of multicomponent interactions (44), we conclude that they are liquid-like, chromatin-associated condensates that form through the process of LLPS.

### FG Motif–Dependent Interactions Drive NHA9 LLPS in Cells and *in Vitro*

Homotypic LLPS of NUP98-N *in vitro* is driven by intermolecular interactions between multivalent FG motifs (ref. 39; Fig. 3A). Our data with G-NUP98-N (Supplementary Fig. S2E–S2G) support that FG motif–dependent interactions contribute to LLPS by G-NHA9 in cells. To further test this, we modified the number of FG motifs within G-NHA9 using mutagenesis and monitored LLPS behavior in HEK293T cells. We generated two mutant constructs with reduced FG motif valence (corresponding to the number of FG motifs; Fig. 3A), one with eight phenylalanine residues mutated to alanine (8FA) and another with 21 phenylalanine–glycine residue pairs mutated to alanine (21FGAA), within the C-terminal region of NUP98-N within NHA9 (Fig. 3A). G-NHA9–8FA formed puncta in cells that were very similar in number and size to those formed by unmutated G-NHA9, whereas G-NHA9–21FGAA formed puncta that were less numerous and larger in size (Fig. 3B–D; Supplementary Table S2). Further, the mutant G-NHA9 constructs partitioned less extensively into puncta (Fig. 3E; Supplementary Table S2). We expressed the differences in *K_p_* values for these constructs in thermodynamic terms by converting them into Gibbs free energy of transfer (Δ*G_Tr_*) values (ref. 44; Fig. 3F; Supplementary Table S2), a measure of the energetic favorability of partitioning into a condensate (ref. 44; negative values are favorable and positive values are unfavorable). The Δ*G_Tr_* value became less negative (less favorable) as the number of FG motifs was reduced (Fig. 3F; Supplementary Table S2), indicating that the valence of these motifs (38 vs. 30 or 17; Fig. 3A) governs partitioning of the G-NHA9 constructs into puncta. We also noted that apparent saturation concentration (*C*_sat_) values (the [G-NHA9 construct] value at which puncta begin to form in cells) increased with decreased FG motif valence (Fig. 3C–F; most apparent in Fig. 3C for G-NHA9 vs. G-NHA9–21FGAA).

**Figure 3.**
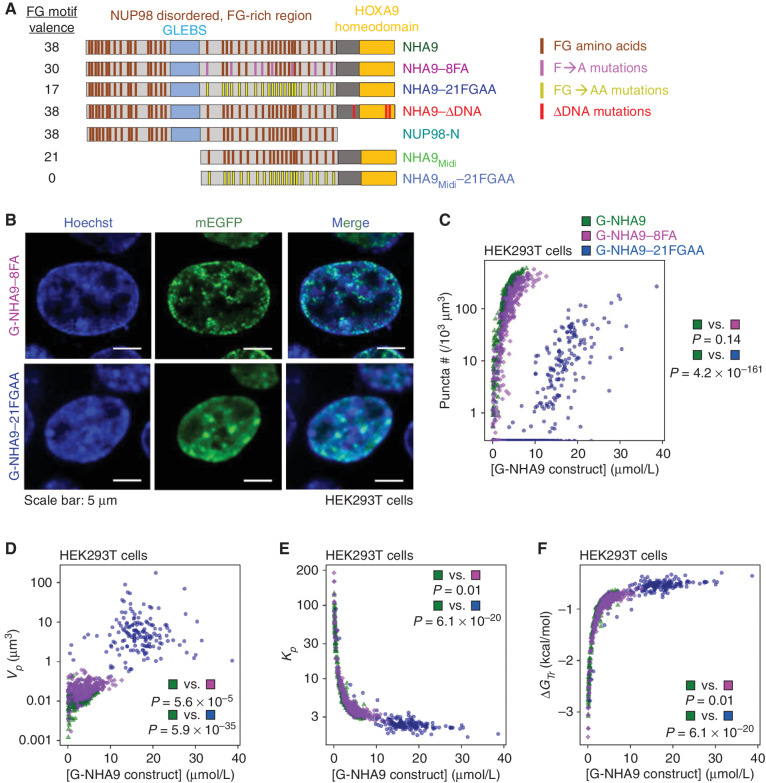
Mutation of multiple F and FG residues in the FG-rich IDR of NHA9 alters puncta formation in cells. **A,** Schematic of NHA9 and mutant constructs used in this study. FG motif valence is shown on the left. **B,** Representative image of live HEK293T cells expressing G-NHA9–8FA (top, green) and G-NHA9–21FGAA (bottom, green). DNA is stained with Hoechst dye (blue). **C–F,** Plots of puncta # (/10^3^ μm^3^; **C**), *V_p_* (μm^3^; **D**), *K_p_* (${K_p}{\mathrm{\ }} = {\mathrm{\ }}\frac{{[ {{\mathrm{DP}}} ]}}{{[ {{\mathrm{LP}}} ]}}$ (**E**), and Δ*G_Tr_* (kcal/mol; **F**) versus [G-NHA9 construct] for G-NHA9 (green), G-NHA9–8FA (purple), and G-NHA9–21FGAA (blue) from data represented in **B**. Data are plotted on a semi-log (*y*-axis: log_10_) scale in **C–E**. Refer to Supplementary Table S2 for mean values ± standard error. The pairwise *P* value between G-NHA9 versus G-NHA9–8FA and G-NHA9 versus G-NHA9–21FGAA is shown in each plot (**C–F**; *n* = 935, 683, and 865 in **C** including the cells with zero punctum and *n* = 378, 273, and 159 in **D–F** excluding the cells with zero punctum, respectively, for G-NHA9, G-NHA9–8FA, and G-NHA9–21FGAA).

We next applied the 21FGAA mutations to a truncated construct spanning the C-terminal portion of NUP98-N within G-NHA9 (termed G-NHA9_Midi_; Fig. 3A), previously reported to transform mouse hematopoietic progenitor cells (23, 45). However, in contrast to constructs studied by others (23, 45), we omitted the GLEBS domain, which mediates protein–protein interactions (17), from NHA9_Midi_ to probe the specific role of its 21 FG motifs in puncta formation. The G-NHA9_Midi_ construct formed a relatively small number of large condensates, while the corresponding 21FGAA mutant displayed primarily diffuse localization (Supplementary Fig. S3A). Cell image analysis showed that G-NHA9_Midi_ formed puncta at lower expression levels that were much smaller (Supplementary Fig. S3B–S3E) than those formed by G-NHA9–21FGAA (Fig. 3C–F; Supplementary Table S2), indicating the importance of FG motif valence in governing LLPS behavior (21 for G-NHA9_Midi_ and 17 for G-NHA9–21FGAA; Fig. 3A). These results demonstrate that the 21 FG motifs within the C-terminal region of NUP98-N, in the context of G-NHA9_Midi_, are necessary and sufficient for nuclear puncta formation and that the GLEBS domain is not required.

We noted that a fraction of puncta for the various G-NHA9 constructs formed at the nuclear periphery (see Figs. 1B and 3B; Supplementary Fig. S3A). The parent protein, NUP98, localizes within the NPC, but the NPC-anchoring domain is absent in NHA9 (12). Immunofluorescence (IF) analysis of an NPC protein (NUP107) in fixed HEK293T cells expressing G-NHA9 showed localization immediately outside the nuclear periphery (defined by the DAPI DNA stain; Supplementary Fig. S3F), a region lacking G-NHA9 puncta. Further, only a small fraction of G-NHA9 puncta were localized near the nuclear periphery (Supplementary Fig. S3G). Therefore, we conclude that the small fraction of puncta we observed at the nuclear periphery are not colocalized with NPCs.

We next asked whether mutations to FG motifs within G-NHA9 and G-NHA9_Midi_ would affect homotypic LLPS *in vitro*. NHA9–8FA formed condensates at a *C*_sat_ value similar to that for NHA9 (*C*_sat_ <10 nmol/L), whereas NHA9–21FGAA did so only above 160 nmol/L (Fig. 4A and B; Supplementary Fig. S4A–S4C). NHA9_Midi_ formed condensates between 40 and 80 nmol/L, whereas NHA9_Midi_–21FGAA did not form condensates up to 20 μmol/L (Fig. 4C and D; Supplementary Fig. S4D). Turbidity assays yielded similar differences in the condensation behavior of these constructs (Supplementary Fig. S4E). Importantly, our *in vitro* results with these constructs closely parallel those obtained with the corresponding mEGFP-tagged constructs in HEK293T cells. These observations demonstrate that interactions mediated by multivalent FG motifs contribute to the LLPS behavior of NHA9 and NHA9_Midi_ in HEK293T cells. In our *in vitro* assays, only homotypic interactions involving the FG motifs are possible. However, in cells, both homotypic and heterotypic protein–protein interactions involving these residues are possible. In addition to FG motif–mediated interactions, however, additional heterotypic interactions with DNA mediated by the HOXA9 homeodomain influence LLPS (Fig. 1A), driving the formation of many small, chromatin-associated nuclear puncta by G-NHA9 in HEK293T cells.

**Figure 4.**
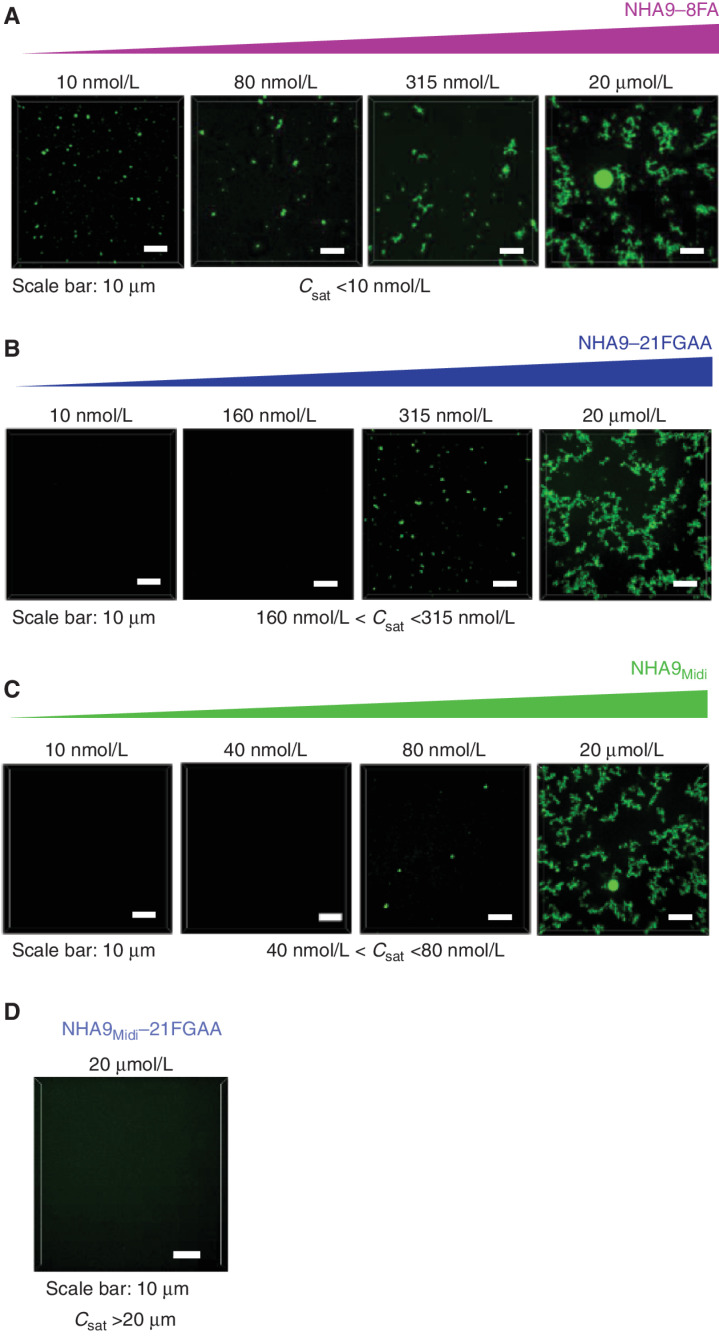
Mutation of F and FG residues in the FG-rich IDR of NHA9 alters LLPS behavior *in vitro*. **A–C,** Confocal fluorescence micrographs of Alexa 488–labeled NHA9–8FA (**A**), NHA9–21FGAA (**B**), and NHA9_Midi_ (**C**) condensates *in vitro* with increasing protein concentration. Micrographs are presented as maximum intensity projections of 13 Z-stack images acquired over 6 μm with 0.5 μm resolution. **D,** Confocal micrograph of Alexa 488–labeled NHA9_Midi_–21FGAA at a concentration of 20 μmol/L. Saturation concentration (*C*_sat_) is less than 10 nmol/L (**A**), between 160 nmol/L and 315 nmol/L (**B**), and between 40 nmol/L and 80 nmol/L (**C**).

### Condensation Behavior of NHA9 Variants in lin^−^ HSPCs

To address the relevance of our LLPS findings in HEK293T cells to leukemia, we performed studies using primary mouse lin^−^ HSPCs, a model system known to faithfully recapitulate the leukemogenic effects of NUP98 FOs seen in human hematopoietic cells. For example, previous studies have shown that transplantation of lin^−^ HSPCs expressing NHA9 and other NUP98 FOs into recipient mice results in the development of myeloid leukemia (8, 21, 22, 46). Lin^−^ HSPCs infected with lentiviral expression vectors were isolated by FACS 2 days after viral infection and imaged after 24 to 48 hours. The G-NHA9 construct displayed dynamic nuclear puncta (Fig. 5A and B; Supplementary Video S5) qualitatively similar in number and size to those observed in HEK293T cells (Fig. 1B). The puncta observed for G-NHA9–ΔDNA were sparser, larger, and denser than those observed for G-NHA9, as observed in HEK293T cells (Fig. 5B and C; Supplementary Fig. S5A). Further, the puncta-forming behavior of the other full-length NHA9 constructs examined paralleled that observed in HEK293T cells (Fig. 5D–G; Supplementary Fig. S5B and S5C), although the expression levels for the full range of G-NHA9 constructs were lower in HSPCs than in HEK293T cells [compare the range of G-NHA9 construct concentration values observed in HEK293T cells (Figs. 1C and E; 2B, C, and F–H; 3C–F) with those seen in lin^−^ HSPCs (Supplementary Fig. S5A–S5C)]. As in HEK293T cells, only a small percentage of puncta formed by G-NHA9 and variant constructs were localized at the nuclear periphery in lin^−^ HSPCs (Supplementary Fig. S5D). Importantly, these results demonstrate that puncta-forming behavior is an intrinsic property of the NHA9 constructs studied, and that formation of many small nuclear puncta by G-NHA9 is driven by interactions mediated by both multivalent FG motifs and the HOXA9 homeodomain.

**Figure 5.**
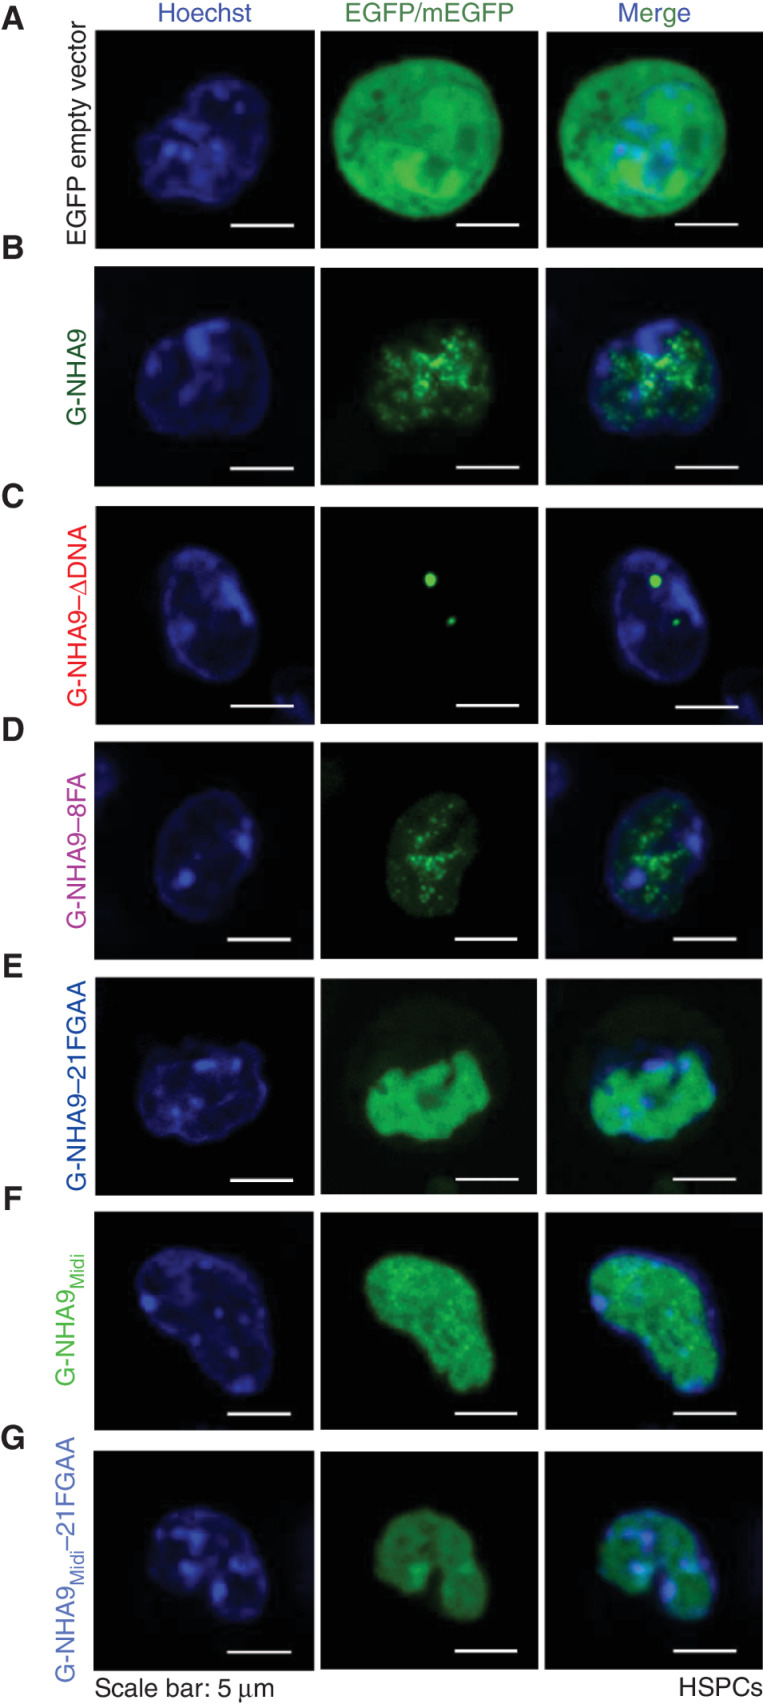
The NHA9 constructs form puncta in lin^−^ HSPCs. **A–G,** Representative images of live lin^−^ HSPCs expressing EGFP empty vector as a control (**A**), G-NHA9 (**B**), G-NHA9–ΔDNA (**C**), G-NHA9–8FA (**D**), G-NHA9–21FGAA (**E**), G-NHA9_Midi_ (**F**), and G-NHA9_Midi_–21FGAA (**G**).

### NHA9 Transforms Lin^−^ HSPCs and Alters Gene Expression

We next examined whether the FG motif valence or DNA-binding activity of the NHA9 constructs and their puncta-forming behavior were correlated with transformation as measured in colony-forming unit assays of NUP98 FO-transduced lin^−^ HSPCs (Supplementary Fig. S6A). Expression of either the G-NHA9, G-NHA9–8FA, G-NHA9–21FGAA, or G-NHA9_Midi_ constructs induced serial replating of lin^−^ HSPCs (Fig. 6A; Supplementary Fig. S6B), whereas G-NHA9_Midi_–21FGAA and G-NHA9–ΔDNA did not sustain self-renewal (Fig. 6A). However, although expression of G-NHA9, G-NHA9–8FA, and G-NHA9_Midi_ induced myeloid lineage differentiation, including expression of CD11b and Gr1, G-NHA9–21FGAA did not (Supplementary Fig. S6C). These results suggest that only NHA9 constructs with the highest FG motif valence values (Fig. 3A) drive transformation, as evidenced by a myeloid serial replating phenotype. Our results with G-NHA9_Midi_ show that the 21 FG motifs within the C-terminal region of NUP98-N are important contributors to induction of the myeloid phenotype in transformed HSPCs, although the loss of eight of these motifs was compensated by the 17 N-terminal FG motifs within the G-NHA9–8FA construct. Further, both high-valence FG motifs and direct DNA binding by the HOXA9 homeodomain are required for HSPC transformation, as shown by the loss of this ability with G-NHA9–ΔDNA. Collectively, our results strongly suggest that LLPS by NHA9 contributes to the transformation of lin^−^ HSPCs and to leukemogenesis in AML.

**Figure 6.**
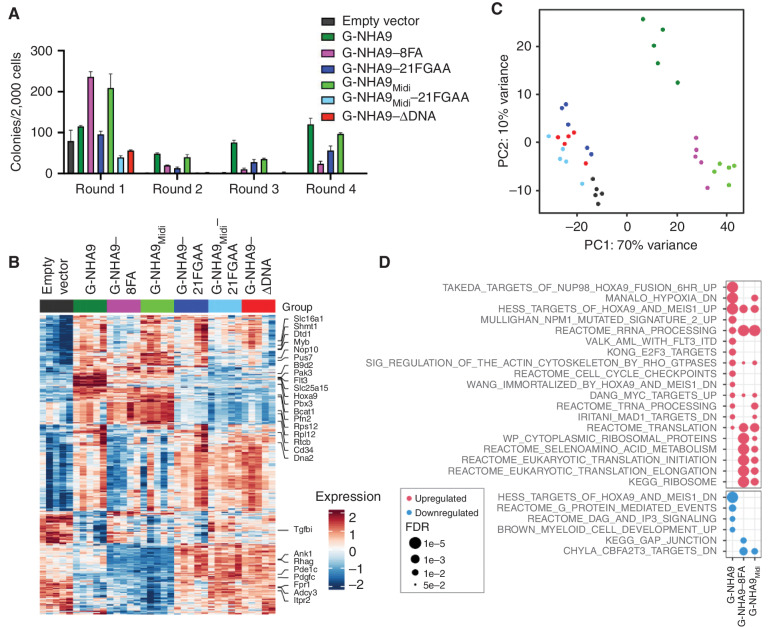
Expression of high FG motif valence NHA9 constructs in lin^−^ HSPCs leads to hematopoietic cell transformation and aberrant expression of *Hox* family and other genes. **A,** Average number of colonies per 2,000 cells for lin^−^ HSPCs expressing negative control empty vector and mEGFP-tagged NHA9 and mutant constructs. The values of colony numbers shown are mean ± SD from triplicate technical replicates of a representative experiment. **B–D,** RNA-seq was performed for lin^−^ HSPCs expressing empty vector, G-NHA9, or mutants after 1 week of growth in methylcellulose containing myeloid and erythroid growth factors (*n* = 5 for each condition). **B,** Heat map for differentially expressed genes of interest. **C,** PCA of the 500 most variable genes. **D,** Gene set enrichment analysis for cells expressing G-NHA9, G-NHA9–8FA, or G-NHA9_Midi_—each versus empty vector. Pathways of interest are shown, with a complete list of significantly upregulated or downregulated gene sets in Supplementary Table S3. The most significantly dysregulated genes from each pathway are marked in **B**.

NUP98 FOs, including NHA9, bind to *HOX* family and other genes in hematopoietic stem cells (23), driving aberrant expression of these genes (6, 7, 25) and cell transformation (23). To determine whether the LLPS propensity of the G-NHA9 constructs, as quantified by FG motif valence, was correlated with patterns of gene expression, we performed RNA sequencing (RNA-seq) of lin^−^ HSPCs transduced with empty vector, G-NHA9, G-NHA9–8FA, G-NHA9–21FGAA, G-NHA9_Midi_, G-NHA9_Midi_–21FGAA, and G-NHA9–ΔDNA. 

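Lin- HSPCs are bone marrow cells depleted of cells that carry markers of the mature blood lineages. For RNA-seq, they were isolated from C57Bl/6 mice, transduced with a lentivirus for the empty vector or for 1 of the 6 mEGFP-tagged constructs, sorted for the fluorescent proteins of the vector, and grown for 1 week in methylcellulose. FG motif valence was 38 for G-NHA9 and G-NHA9–ΔDNA, 30 for G-NHA9–8FA, 21 for G-NHA9_Midi_, 17 for G-NHA9–21FGAA, and 0 for G-NHA9_Midi_–21FGAA. The legend of Fig. 6 gives 5 samples per condition, whereas the Methods describe RNA-seq in triplicate. All 35 libraries, 5 for each of the 7 conditions, were used here. The authors counted reads on 49671 genes and deposited these counts without normalization. The deposited counts are named for the mouse genome mm10 (GRCm38), but the paper's main text does not name the gene annotation or the counting program. Nor does it say whether the strand of a read decided to which of 2 overlapping genes it was counted. The Supplementary Information it refers to for details was not used here. Gene positions are therefore given from GENCODE release M21 of this genome, which holds 99.3% of the gene identifiers of the counts when their version suffix is ignored.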

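Total counts per library lay between 31559914 and 75810659. The median total was 44484816 for the empty vector (range, 31559914 to 48480625), 35802986 for G-NHA9 (34641407 to 45464263), 46620022 for G-NHA9–8FA (32960820 to 58576267) and 47343112 for G-NHA9_Midi_ (32201151 to 50617785). It was 47778258 for G-NHA9–21FGAA (37911026 to 66910028), 49753703 for G-NHA9_Midi_–21FGAA (42388789 to 75810659) and 44892172 for G-NHA9–ΔDNA (41240027 to 47703538). No library held a count for 11520 of the genes. The 17166 genes that passed edgeR's filterByExpr carried nearly all counts and were tested. A count of 0 allows up to 3 counts of the total, which is between 0.0396 and 0.0951 CPM depending on the library, and this limit covers counting error only. Libraries were scaled by edgeR's TMM method, with factors from 0.899 to 1.11, and 1 model with a mean for each condition was fitted to all libraries. A gene was called changed at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Expression levels are mean CPM ± SD over the 5 libraries of a condition, and fold changes are on the log2 scale. Where every library of a condition held at most 3 counts of a gene, the fold change against it is given as a bound. Libraries of the same condition differed by more than counting noise in each of the 70 pairs (lowest chi-square per degree of freedom, 23.2), so none was a copy of another.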

Cells for RNA-seq analysis were harvested from the first round of plating. The results showed that G-NHA9 induced expression of *Hox* and other genes (Fig. 6B; Supplementary Fig. S6D) whose overexpression was previously shown to be associated with cell transformation and leukemogenesis in mice and humans (23, 25, 26). 

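Of the 39 *Hox* cluster genes in the counts, 21 passed the filter, and all 21 were higher in G-NHA9 cells than in empty vector cells, with p-values adjusted over all genes tested and also when adjusted over the list alone. Their summed level was 221 ± 12.5 CPM (SD, n = 5) in G-NHA9 cells and 8.75 ± 1.11 CPM (SD, n = 5) in empty vector cells. The number was 21 in each fit that left out 1 library. The alternative that moved it most was a test limited to genes with a mean of at least 1 CPM, in which 10 *Hox* genes were raised. Among the genes with a mean of at least 5 CPM over the 2 conditions and no overlap between them, *Hoxc6* and *Hoxc4* rose most. *Hoxc6* (ENSMUSG00000001661.5) lies on chromosome 15 from 102998257 to 103011881 and overlaps *Hoxc5*. It reached 19.6 ± 5.35 CPM (SD, n = 5) in G-NHA9 cells, whereas every empty vector library held at most 3 counts of it, so it was at least 244-fold higher (adjusted p = 5.9e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Hoxc4* (ENSMUSG00000075394.4), on chromosome 15 from 103018934 to 103036852, reached 12.6 ± 0.615 CPM (SD, n = 5) and was at least 157-fold higher (adjusted p = 7.1e-16 from the same test). The other *Hox* genes at that limit in empty vector cells rose by at least 4.24-fold (*Hoxb9*) to at least 89.8-fold (*Hoxc5*). *Hoxb4* changed least, with a log2 fold change of 1.00 (SE 0.18, adjusted p = 5.4e-05 from the same test), and was higher in 5 of 5 libraries than in every empty vector library. *Arnt2* and *Mcpt4* fell most. *Arnt2* (ENSMUSG00000015709.9), on chromosome 7 from 84246278 to 84410176 with *Gm30873* on the opposite strand, was at 1.74 ± 0.47 CPM (SD, n = 5) against 25.8 ± 4.51 CPM (SD, n = 5) in empty vector cells, a log2 fold change of -3.89 (SE 0.25, adjusted p = 2.1e-13 from the same test). *Mcpt4* (ENSMUSG00000061068.6), on chromosome 14 from 56059629 to 56062313, was at 3.42 ± 0.502 CPM (SD, n = 5) against 49.1 ± 18.8 CPM (SD, n = 5), a log2 fold change of -3.84 (SE 0.48, adjusted p = 1.6e-07 from the same test). Of the 27 genes marked in Fig. 6B, 25 were changed in G-NHA9 cells, 19 higher and 6 lower, and also 25 when adjusted over the list alone. The study marked these genes on these samples, so the latter count is not independent evidence.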

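The same *Hox* cluster genes were compared between empty vector cells and the other 5 constructs. In G-NHA9–8FA cells, 16 of the 21 were higher, and in G-NHA9_Midi_ cells 13 were, also when adjusted over the list alone. Summed *Hox* levels were 90.1 ± 13.7 CPM (SD, n = 5) in G-NHA9–8FA cells and 71.3 ± 11.3 CPM (SD, n = 5) in G-NHA9_Midi_ cells. Compared directly with G-NHA9 cells, 12 *Hox* genes were lower in G-NHA9–8FA cells (16 when adjusted over the list alone) and 17 in G-NHA9_Midi_ cells (18 when adjusted over the list alone). Between the latter 2 constructs, *Hoxb3*, *Hoxb5*, *Hoxc4*, *Hoxc5* and *Hoxc6* were lower in G-NHA9_Midi_ cells. In G-NHA9–21FGAA cells, the summed level was 15.9 ± 4.63 CPM (SD, n = 5), and 7 genes were higher than in empty vector cells, namely *Hoxa2*, *Hoxa3*, *Hoxa5*, *Hoxa6*, *Hoxa7*, *Hoxa9* and *Hoxc6*. *Hoxa5* rose by a log2 fold change of 2.98 (SE 0.33, adjusted p = 1.9e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; higher in 5 of 5 libraries than in every empty vector library). *Hoxa3*, whose annotation spans *Hoxa4*, *Hoxa5* and *Hoxa6* on the same strand, rose by 2.86 (SE 0.44, adjusted p = 2.1e-05 from the same test; 5 of 5 libraries), and *Hoxa7*, antisense to *Hoxaas3*, by 2.33 (SE 0.40, adjusted p = 7.4e-05 from the same test; 3 of 5 libraries). *Hoxa2*, *Hoxa6* and *Hoxc6* were at the limit of 3 counts in every empty vector library and were at least 4.03-fold, 3.59-fold and 3.97-fold higher. *Hoxb8* was lower, with every G-NHA9–21FGAA library at that limit, by at least 1.27-fold (adjusted p = 0.0034 from the same test). All 21 *Hox* genes were lower in G-NHA9–21FGAA cells than in G-NHA9 cells, and 16 were lower than in G-NHA9–8FA cells.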

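In G-NHA9_Midi_–21FGAA cells, the summed *Hox* level was 8.62 ± 1.26 CPM (SD, n = 5). *Hoxa5* was higher than in empty vector cells by a log2 fold change of 1.69 (SE 0.35, adjusted p = 0.0015 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 5 of 5 libraries above every empty vector library), and *Hoxa6* by at least 1.47-fold (adjusted p = 0.039 from the same test). The count of 2 raised genes was 4 when adjusted over the list alone and 4 with the replicate number as a block. It fell to 1 in each of the 6 fits without empty vector replicate 1, 3 or 4 or G-NHA9_Midi_–21FGAA replicate 2, 3 or 4. *Hoxb3* was lower by a log2 fold change of -0.88 (SE 0.25, adjusted p = 0.013 from the same test), *Hoxb4* by -0.70 (SE 0.18, adjusted p = 0.008 from the same test) and *Hoxb8* by at least 1.34-fold (adjusted p = 0.0054 from the same test). Compared with G-NHA9_Midi_ cells, 14 *Hox* genes were lower. In G-NHA9–ΔDNA cells, the summed level was 27.5 ± 3.91 CPM (SD, n = 5), and 8.54 ± 1.32 CPM (SD, n = 5) without *Hoxa9*, against 7.78 ± 1.12 CPM (SD, n = 5) without *Hoxa9* in empty vector cells. *Hoxa9*, *Hoxa10* and *Hoxb9* were higher there than in empty vector cells, 3 genes also when adjusted over the list alone. *Hoxa10* rose by a log2 fold change of 3.95 (SE 0.52, adjusted p = 5.3e-05 from the same test; 5 of 5 libraries above every empty vector library), and *Hoxb9* by at least 1.14-fold (adjusted p = 0.033 from the same test). *Hoxb3* fell, with a log2 fold change of -0.75 (SE 0.25, adjusted p = 0.035 from the same test), and *Hoxb8* was at least 1.14-fold lower (adjusted p = 0.021 from the same test). All 21 tested *Hox* genes were lower in G-NHA9–ΔDNA cells than in G-NHA9 cells.

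**Figure D1:**
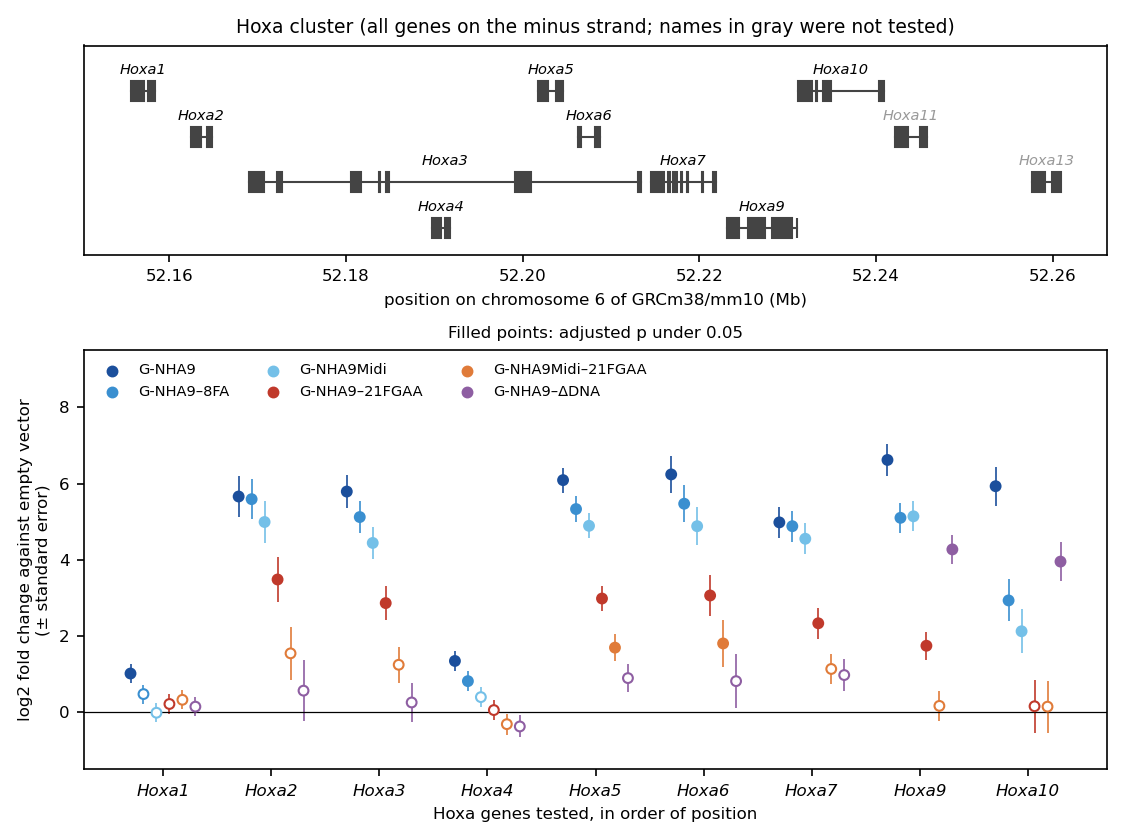
The upper panel maps the exons of the *Hoxa* genes on chromosome 6, and the lower panel plots the log2 fold change of each tested gene against the empty vector (± SE, 5 libraries per condition) for the 6 constructs, with filled points at an adjusted p-value under 0.05. The points of *Hoxa9* and *Hoxa10* for G-NHA9–ΔDNA stand at 4.27 and 3.95, and the heights of *Hoxa2* and *Hoxa6* depend on the prior count because every empty vector library was at the limit of 3 counts.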

G-NHA9–8FA and G-NHA9_Midi_, but not the other constructs tested, also induced expression of *Hox* genes (Fig. 6B; Supplementary Fig. S6D). 

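Principal components were computed from the log2 CPM of the 500 genes with the largest variance over the 35 libraries. The first component (PC1) held 68.7% of the variance of these genes and the second (PC2) 11.4%. The 15 libraries of G-NHA9, G-NHA9–8FA and G-NHA9_Midi_ lay at 10.10 or higher on PC1, and the other 20 at -14.52 or lower (permutation test of the difference between the means, two-sided, p = 1e-05, the smallest that 100000 permutations can give). This p-value refers to libraries, which are replicates of 7 conditions, and not to constructs in general. The 500 genes included 21 erythroid, 7 eosinophil, 7 megakaryocyte and 5 mast cell and basophil markers from lists fixed beforehand. Their median weights on PC1 were -0.0688, -0.0577, -0.0448 and -0.0585, and 1 stem and progenitor marker had 0.0574. PC1 therefore also follows transcripts of these lineages, through cell numbers or expression. On PC1, the mean was 18.5 ± 6.27 (SD, n = 5) for G-NHA9, 39.2 ± 2.24 (SD, n = 5) for G-NHA9–8FA and 51.5 ± 3.80 (SD, n = 5) for G-NHA9_Midi_. It was -17.9 ± 2.22 (SD, n = 5) for the empty vector, -26.1 ± 6.35 (SD, n = 5) for G-NHA9–21FGAA, -34.1 ± 5.02 (SD, n = 5) for G-NHA9_Midi_–21FGAA and -31.0 ± 4.91 (SD, n = 5) for G-NHA9–ΔDNA. G-NHA9 lay apart from the other constructs on PC2, at 28.5 ± 5.94 (SD, n = 5). With the 1000 most variable genes, the alternative that moved PC1 most, its share was 63.2%, and the 15 libraries stayed apart from the 20 there and in all 35 fits that left out 1 library.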

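Compared with empty vector cells, 5511 genes were changed in G-NHA9 cells (2894 higher and 2617 lower), 4564 in G-NHA9–8FA cells (2298 and 2266), and 6960 in G-NHA9_Midi_ cells (3520 and 3440). The other constructs changed 4660 genes (G-NHA9–21FGAA; 2515 higher and 2145 lower), 2903 genes (G-NHA9_Midi_–21FGAA; 1646 and 1257) and 2952 genes (G-NHA9–ΔDNA; 1691 and 1261). The alternative that moved these numbers most was a minimum absolute log2 fold change of 1, which left 1810, 1643, 2560, 1029, 599 and 517 genes for the 6 constructs in this order. Without TMM scaling, the median log2 fold change of all tested genes moved from between -0.02 and 0.03 to between 0.08 (G-NHA9–8FA) and 0.19 (G-NHA9). The share of changed genes that were higher rose from between 50.4% and 57.3% to between 58.5% and 83.1%. Directions are therefore relative to the shift of all genes. Compared directly with G-NHA9 cells, 2484 genes were changed in G-NHA9–8FA cells, 3378 in G-NHA9_Midi_ cells, 2960 in G-NHA9–21FGAA cells and 3798 in G-NHA9–ΔDNA cells. Without G-NHA9 replicate 5, the first of these fell to 1556. Between G-NHA9_Midi_–21FGAA and G-NHA9_Midi_ cells, 7416 genes were changed, between G-NHA9–21FGAA and G-NHA9–8FA cells 5563, and between G-NHA9_Midi_ and G-NHA9–8FA cells 729. The last number was 379 without G-NHA9_Midi_ replicate 2. In a fit with the replicate number as a block, the number of changed genes was higher in every one of these comparisons. Without G-NHA9–ΔDNA replicate 3, 1918 genes were changed between G-NHA9–ΔDNA and empty vector cells. Of the 27 genes marked in Fig. 6B, 27 were changed in G-NHA9–8FA, 25 in G-NHA9_Midi_, 18 in G-NHA9–21FGAA, 12 in G-NHA9_Midi_–21FGAA and 9 in G-NHA9–ΔDNA cells, and 27, 26, 18, 13 and 12 when adjusted over the list alone.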

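By the rule that picked *Hoxc6* and *Hoxc4*, *Csn2* and *Hoxa9* rose most in G-NHA9–8FA cells. *Csn2* was at 96.8 ± 65.1 CPM (SD, n = 5) against 0.388 ± 0.355 CPM (SD, n = 5) in empty vector cells, a log2 fold change of 8.07 (SE 1.01, adjusted p = 2.4e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 5 of 5 libraries above every empty vector library). *Aqp1* and *Slc4a1* fell most there, with log2 fold changes of -5.76 (SE 0.61, adjusted p = 1.1e-08 from the same test) and -4.95 (SE 0.68, adjusted p = 1.3e-06 from the same test). In G-NHA9_Midi_ cells, *Tmem47*, which has *Gm26775* on the opposite strand, rose from the limit of 3 counts to 12.8 ± 5.25 CPM (SD, n = 5), at least 159-fold. *Csn2* reached 110 ± 56.1 CPM (SD, n = 5), a log2 fold change of 8.26. *Slc4a1* and *Epx* fell most in these cells, with log2 fold changes of -5.60 (SE 0.72, adjusted p = 1.5e-07 from the same test) and -5.51 (SE 0.51, adjusted p = 2.6e-10 from the same test). In G-NHA9–21FGAA cells, *Epha3* rose from 0.239 ± 0.228 to 11.0 ± 2.79 CPM (SD, n = 5), a log2 fold change of 5.44 (SE 0.41, adjusted p = 1.1e-10 from the same test). *Serpina3b* rose there from 2.05 ± 1.10 to 33.6 ± 5.05 CPM (SD, n = 5), a log2 fold change of 4.05 (SE 0.46, adjusted p = 2.5e-07 from the same test). *Cox6a2*, antisense to *Itgad*, and *Gbp8*, which overlaps *Gbp4* and *Gbp9*, fell most there, with log2 fold changes of -3.35 (adjusted p = 0.0017 from the same test) and -2.04 (adjusted p = 0.0012 from the same test). *Serpina3b* also rose in G-NHA9_Midi_–21FGAA cells, by a log2 fold change of 2.76 (adjusted p = 0.00027 from the same test), and in G-NHA9–ΔDNA cells, by 2.87 (adjusted p = 0.00033 from the same test). The other gene that rose most was *Ccl17* in the former (2.16, adjusted p = 0.0014 from the same test) and *Hoxa9* in the latter. *Cox6a2* and *Gm26870*, the latter with 9 genes on the opposite strand, fell most in both of these, with log2 fold changes of -4.76 and -4.27 in G-NHA9_Midi_–21FGAA cells and of -4.76 and -3.63 in G-NHA9–ΔDNA cells (adjusted p between 0.00058 and 0.012 from the same test).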

Principal component analysis (PCA; Fig. 6C) showed that the three myeloid phenotype–inducing NHA9 constructs induced gene expression profiles in lin^−^ HSPCs that were different from those induced by G-NHA9–21FGAA, G-NHA9_Midi_–21FGAA, G-NHA9–ΔDNA, and the empty vector control (Fig. 6B).

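Lists of changed genes were compared between G-NHA9, G-NHA9–8FA and G-NHA9_Midi_ cells. Higher levels than in empty vector cells were found in all 3 for 1357 genes, where 79.4 would be expected if the 3 lists were independent, and lower levels in all 3 for 1385 genes (69.2 expected). The 3 comparisons share the empty vector libraries, which by itself makes lists overlap. Of the genes raised in all 3, 582 were raised in none of the other 3 constructs, 722 were raised in G-NHA9–21FGAA cells, 475 in G-NHA9–ΔDNA cells and 314 in G-NHA9_Midi_–21FGAA cells. Of those lowered in all 3, 664 were lowered in none of the others. Without TMM scaling, the alternative that moved the number of raised genes most, it was 2061. With 1 library left out, 984 to 1375 genes were raised and 1205 to 1488 lowered in all 3.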

The results above show that transformation of lin^−^ HSPCs by G-NHA9, G-NHA9–8FA, and G-NHA9_Midi_ is associated with upregulation of a common set of developmental regulatory genes. Several genes, including *Hoxa9* and *Flt3*, were upregulated by the three myeloid lineage–inducing NUP98 FOs but not by the others with a homeodomain, suggesting that they are significant contributors to induction of the myeloid phenotype in lin^−^ HSPCs (Fig. 6B; Supplementary Fig. S6D). 

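*Hoxa9* (ENSMUSG00000038227.15) lies on the minus strand of chromosome 6 from 52223100 to 52231089, and *Mir196b* lies within it. All 6 constructs carry the homeodomain part of HOXA9, and the counting could have placed reads from the construct's own RNA on this gene. It was at 0.975 ± 0.221 CPM (SD, n = 5) in empty vector cells, 96.6 ± 14.4 CPM (SD, n = 5) in G-NHA9 cells, 33.8 ± 5.20 CPM (SD, n = 5) in G-NHA9–8FA cells and 34.6 ± 7.19 CPM (SD, n = 5) in G-NHA9_Midi_ cells. Log2 fold changes against the empty vector were 6.62 (SE 0.41, adjusted p = 6e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 5.10 (SE 0.39, adjusted p = 1.7e-11 from the same test) and 5.14 (SE 0.39, adjusted p = 3.5e-12 from the same test), and all 5 libraries of each construct lay above every empty vector library. *Hoxa9* was lower in G-NHA9–8FA and G-NHA9_Midi_ cells than in G-NHA9 cells, by -1.52 (adjusted p = 0.001 from the same test) and -1.48 (adjusted p = 0.00076 from the same test). In G-NHA9–ΔDNA cells, it was at 18.9 ± 2.67 CPM (SD, n = 5), a log2 fold change of 4.27 against the empty vector (SE 0.38, adjusted p = 1.7e-08 from the same test; 5 of 5 libraries above every empty vector library) and of -2.35 against G-NHA9 (adjusted p = 1.3e-06 from the same test). In G-NHA9–21FGAA cells, it was at 3.28 ± 1.92 CPM (SD, n = 5), with a log2 fold change of 1.74 (SE 0.37, adjusted p = 0.00077 from the same test; 4 of 5 libraries above every empty vector library) that stayed between 1.51 and 1.98 with 1 library left out. It was lower there than in G-NHA9–8FA cells by -3.37 (adjusted p = 4.3e-09 from the same test). In G-NHA9_Midi_–21FGAA cells, no change was detected (log2 fold change 0.16, SE 0.39, adjusted p = 0.82 from the same test), and the direction was the opposite without G-NHA9_Midi_–21FGAA replicate 2 (-0.26). *Flt3* (ENSMUSG00000042817.15) lies on the minus strand of chromosome 5 from 147330741 to 147400489, with *Gm26597* on the opposite strand. It was at 0.187 ± 0.104 CPM (SD, n = 5) in empty vector cells, near the limit of detection. It was at 9.14 ± 1.28 CPM (SD, n = 5) in G-NHA9, 1.54 ± 0.364 CPM (SD, n = 5) in G-NHA9–8FA and 2.20 ± 0.683 CPM (SD, n = 5) in G-NHA9_Midi_ cells. Its log2 fold changes were 5.61 (SE 0.32, adjusted p = 8.9e-15 from the same test), 3.05 (SE 0.32, adjusted p = 8.2e-09 from the same test) and 3.56 (SE 0.31, adjusted p = 9.7e-11 from the same test), with 5 of 5 libraries of each above every empty vector library. Against G-NHA9 cells, *Flt3* was lower by -2.56 in G-NHA9–8FA cells (adjusted p = 1.7e-08 from the same test) and by -2.05 in G-NHA9_Midi_ cells (adjusted p = 2.9e-07 from the same test). No change of *Flt3* was detected at this depth in G-NHA9–21FGAA (0.61, adjusted p = 0.21 from the same test), G-NHA9_Midi_–21FGAA (-0.72, adjusted p = 0.21 from the same test) or G-NHA9–ΔDNA cells (-0.37, adjusted p = 0.56 from the same test). From the induction of these genes by the myeloid lineage–inducing constructs and not by the others with a homeodomain, the paper proposes that they contribute to the myeloid phenotype.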

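*Meis1* (ENSMUSG00000020160.18) lies on the minus strand of chromosome 11 from 18879817 to 19018985, with *Gm16140* and *Gm16141* on the opposite strand. *2610001A08Rik*, *2900018N21Rik* and *Gm37818* overlap it on the same strand. *Pbx3* (ENSMUSG00000038718.15) lies on the minus strand of chromosome 2 from 34171457 to 34373142, with *C79798* on the opposite strand. *Meis1* was at 13.7 ± 2.61 CPM (SD, n = 5) in empty vector cells and 36.3 ± 2.48 CPM (SD, n = 5) in G-NHA9 cells, a log2 fold change of 1.41 (SE 0.18, adjusted p = 2.2e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 5 of 5 libraries above every empty vector library). In G-NHA9–8FA cells (11.3 ± 2.94 CPM; SD, n = 5) and G-NHA9_Midi_ cells (11.8 ± 2.39 CPM; SD, n = 5), no change from empty vector cells was detected, with log2 fold changes of -0.27 (adjusted p = 0.27 from the same test) and -0.22 (adjusted p = 0.34 from the same test). Direct comparison with G-NHA9 cells gave -1.68 (adjusted p = 5.1e-08 from the same test) and -1.63 (adjusted p = 4.6e-08 from the same test). G-NHA9–21FGAA cells had 31.7 ± 4.93 CPM (SD, n = 5) of *Meis1*, a log2 fold change of 1.21 against the empty vector (SE 0.18, adjusted p = 1.1e-05 from the same test; 5 of 5 libraries above every empty vector library). Between these and G-NHA9 cells, no difference was detected (-0.20, adjusted p = 0.54 from the same test). In G-NHA9–ΔDNA cells, *Meis1* was at 24.3 ± 4.58 CPM (SD, n = 5), with a log2 fold change of 0.83 (SE 0.18, adjusted p = 0.0021 from the same test; 5 of 5 libraries above every empty vector library). It was lower there than in G-NHA9 cells (-0.58, adjusted p = 0.014 from the same test; 0.053 without G-NHA9–ΔDNA replicate 1). In G-NHA9_Midi_–21FGAA cells, it was at 18.5 ± 5.06 CPM (SD, n = 5), and the log2 fold change of 0.44 (adjusted p = 0.083 from the same test) passed the threshold without TMM scaling (0.58, adjusted p = 0.019) and without replicate 1 of these cells (0.53, adjusted p = 0.038). *Pbx3* was at 6.43 ± 0.777 CPM (SD, n = 5) in empty vector cells and 63.2 ± 7.82 CPM (SD, n = 5) in G-NHA9 cells, a log2 fold change of 3.30 (SE 0.15, adjusted p = 2.7e-17 from the same test; 5 of 5 libraries above every empty vector library). In G-NHA9–8FA cells, *Pbx3* was at 8.73 ± 1.03 CPM (SD, n = 5), a log2 fold change of 0.44 (SE 0.14, adjusted p = 0.016 from the same test; 4 of 5 libraries above every empty vector library). That call was lost when no genes were filtered out (adjusted p = 0.055) and without empty vector replicate 2 (0.064) or G-NHA9–8FA replicate 3 (0.06). In G-NHA9_Midi_ cells, it was at 7.91 ± 0.884 CPM (SD, n = 5), and the log2 fold change of 0.30 (adjusted p = 0.085 from the same test) passed the threshold without TMM scaling (0.42, adjusted p = 0.028) and with a score of sex-linked transcripts as a covariate (0.36, adjusted p = 0.023). *Pbx3* was lower than in G-NHA9 cells by -2.86 in G-NHA9–8FA cells (adjusted p = 2.1e-15 from the same test) and by -3.00 in G-NHA9_Midi_ cells (adjusted p = 5.9e-16 from the same test). It was higher than in empty vector cells in G-NHA9–21FGAA cells, at 10.3 ± 1.91 CPM (SD, n = 5; log2 fold change 0.69, adjusted p = 0.00044 from the same test), and in G-NHA9_Midi_–21FGAA cells, at 9.55 ± 1.91 CPM (SD, n = 5; 0.58, adjusted p = 0.0049 from the same test), with 5 of 5 libraries of each above every empty vector library. In G-NHA9–ΔDNA cells, at 7.32 ± 1.33 CPM (SD, n = 5), no change was detected (0.19, adjusted p = 0.38 from the same test).

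**Figure D2:**
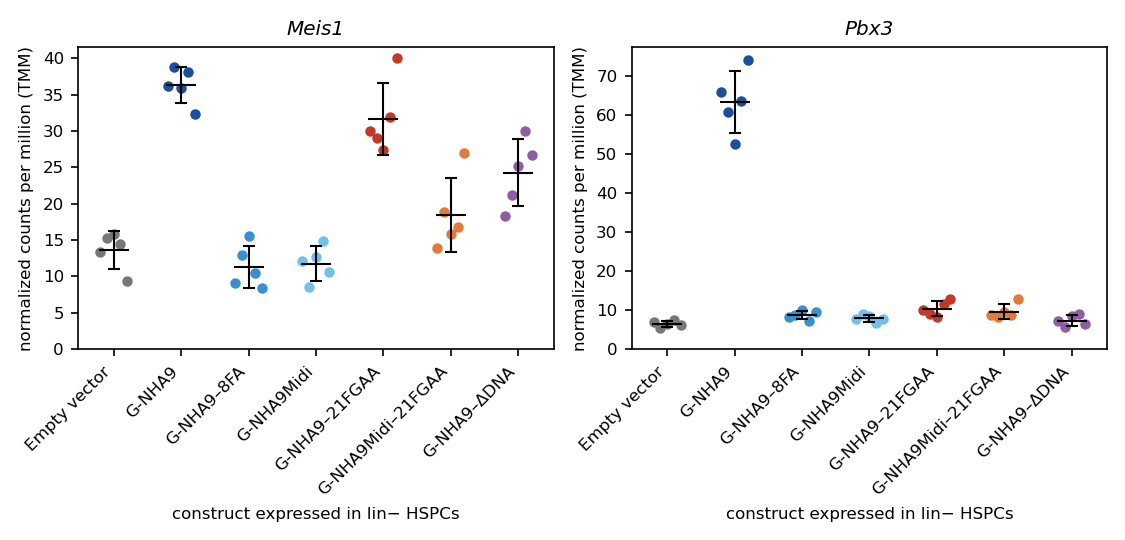
Points are the TMM-scaled CPM of *Meis1* (left) and *Pbx3* (right) in each library, and bars are the mean ± SD of the 5 libraries of a condition. All *Meis1* points of G-NHA9–21FGAA lie at 27.4 CPM or higher and those of the empty vector at 15.9 CPM or lower, whereas the *Pbx3* points of G-NHA9 lie at 52.4 CPM or higher and those of every other condition at 12.9 CPM or lower.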

Other developmental genes, including *Meis1* and *Pbx3*, however, were strongly upregulated in G-NHA9 cells but not in the G-NHA9–8FA, G-NHA9_Midi_, or other nontransforming conditions (Supplementary Fig. S6D). These genes then may be dispensable for myeloid cell transformation in NHA9 construct–expressing cells. Gene set enrichment analysis (Fig. 6D; Supplementary Table S3) showed that although G-NHA9 shared many target genes with G-NHA9–8FA and G-NHA9_Midi_, the latter FOs led to increased expression of unique gene sets. 

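Table S3 lists gene sets by the paper's false discovery rate (FDR) in G-NHA9, G-NHA9–8FA and G-NHA9_Midi_ cells. Among the 112 sets it lists as higher, the paper's reported FDR is under 0.05 for 97, 21 and 22 sets in the 3 constructs, for 5 in all 3, for 13 in G-NHA9–8FA and G-NHA9_Midi_ cells but not G-NHA9 cells, and for 87 in G-NHA9 cells only. Among the 27 sets it lists as lower, that FDR is under 0.05 for 25, 2 and 1 sets in the 3 constructs and for 0 in all 3. Gene lists of 20 of the higher and 10 of the lower Reactome sets of that table could be matched by name and were tested here with limma's camera test at a preset correlation of 0.01 between genes. The study listed these sets from these samples, so the counts that follow are not independent evidence. All 20 of the higher sets were raised in G-NHA9 cells, and 18 in each of G-NHA9–8FA and G-NHA9_Midi_ cells. The 2 sets not raised in the latter were homologous DNA pairing and strand exchange and the mitotic spindle checkpoint. Of the 10 lower sets, 9 were lowered in G-NHA9 cells and 10 in each of the other 2 constructs. With the correlation between genes estimated from the libraries, the alternative that moved this most, 0 of the 20 were called higher in each of the 3 constructs (0 at an unadjusted p under 0.05). Of the lower sets, 3 were still called lower in G-NHA9, 6 in G-NHA9–8FA and 4 in G-NHA9_Midi_ cells. The Reactome set for translation elongation, with 91 genes tested, had a median log2 fold change of 0.32 in G-NHA9 cells (camera test with Benjamini-Hochberg adjustment, adjusted p = 4.7e-07), 0.55 in G-NHA9–8FA cells (adjusted p = 2.8e-25) and 0.64 in G-NHA9_Midi_ cells (adjusted p = 1.6e-20). For this set, the paper's reported FDR is 0.0932 in G-NHA9 cells, 0 in G-NHA9–8FA cells and 0.00259 in G-NHA9_Midi_ cells. For the larger Reactome set for translation it is under 0.05 in all 3, at 0.0352, 0.000284 and 0.000356. That set, with 147 genes tested, had medians of 0.27, 0.46 and 0.55 (adjusted p = 1.7e-06, 1.5e-19 and 7.4e-19 from the camera test). The set for DNA strand elongation, with 32 genes, had medians of 0.57, 0.21 and 0.32 (adjusted p = 5.1e-09, 0.0077 and 0.0019 from the camera test). For single genes, 604 were higher than in empty vector cells in both G-NHA9–8FA and G-NHA9_Midi_ cells and not called higher in G-NHA9 cells, but only 170 of these were also higher in both direct comparisons with G-NHA9 cells. The corresponding number of lower genes was 724. Conversely, 851 genes were higher in G-NHA9 cells alone among the 3 constructs, of which 314 were lower in both direct comparisons.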

Many such genes, including *Rps12* and *Rpl12*, encode proteins with functions related to the ribosome and translation (Fig. 6B and D). Nevertheless, all three of these G-NHA9 constructs robustly form nuclear puncta in HSPCs (Fig. 5B, D, and F; Supplementary Fig. S5A–S5C; Supplementary Video S5) and HEK293T cells (Figs. 1 and 3; Supplementary Fig. S3), linking this type of LLPS behavior with increased self-renewal activity and myeloid differentiation in lin^−^ HSPCs.

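*Rps12* (ENSMUSG00000061983.6) lies on the minus strand of chromosome 10 from 23785183 to 23787275 and contains *Snora33* and *Snord100*, and 24 annotated pseudogenes carry its name, with which the counting could have shared its reads. *Rpl12* (ENSMUSG00000038900.17) lies on the plus strand of chromosome 2 from 32961559 to 32965345, contains *Snora65*, is overlapped by *Lrsam1* on the opposite strand, and has 2 named pseudogenes. *Rps12* was at 678 ± 114 CPM (SD, n = 5) in empty vector cells, 897 ± 111 CPM (SD, n = 5) in G-NHA9 cells, 1060 ± 111 CPM (SD, n = 5) in G-NHA9–8FA cells and 1080 ± 23.1 CPM (SD, n = 5) in G-NHA9_Midi_ cells. Its log2 fold change against the empty vector was 0.40 in G-NHA9 cells (SE 0.11, adjusted p = 0.0033 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 4 of 5 libraries above every empty vector library). It was 0.64 in G-NHA9–8FA cells (SE 0.11, adjusted p = 2e-05 from the same test) and 0.68 in G-NHA9_Midi_ cells (SE 0.11, adjusted p = 4.1e-06 from the same test), with 5 of 5 libraries of each above every empty vector library. The direct comparisons with G-NHA9 cells did not reach the threshold, with 0.24 for G-NHA9–8FA (adjusted p = 0.12 from the same test) and 0.27 for G-NHA9_Midi_ (adjusted p = 0.065 from the same test). The latter passed it narrowly with DESeq2 (0.26, adjusted p = 0.0497), and also with the replicate number as a block (0.28, adjusted p = 0.026), and without G-NHA9 replicate 3 (0.32, adjusted p = 0.035). *Rpl12* was at 634 ± 121 CPM (SD, n = 5) in empty vector cells, 899 ± 165 CPM (SD, n = 5) in G-NHA9 cells, 1080 ± 146 CPM (SD, n = 5) in G-NHA9–8FA cells and 1220 ± 78.1 CPM (SD, n = 5) in G-NHA9_Midi_ cells. Log2 fold changes were 0.50 (SE 0.12, adjusted p = 0.0015 from the same test; 4 of 5 libraries), 0.77 (SE 0.12, adjusted p = 1.1e-05 from the same test; 5 of 5 libraries) and 0.95 (SE 0.12, adjusted p = 1.4e-07 from the same test; 5 of 5 libraries). Directly against G-NHA9, *Rpl12* was higher in G-NHA9_Midi_ cells (0.45, adjusted p = 0.0079 from the same test; 5 of 5 libraries) but not by the threshold in G-NHA9–8FA cells (0.27, adjusted p = 0.14 from the same test; 0.047 without G-NHA9 replicate 3). No change of either gene was detected in the other 3 constructs, where log2 fold changes lay between -0.23 and 0.09. All 79 cytoplasmic ribosomal protein genes were tested. Their median log2 fold change was 0.31 in G-NHA9 cells (37 of the 79 called higher), 0.54 in G-NHA9–8FA cells (76 called higher) and 0.64 in G-NHA9_Midi_ cells (77 called higher), and all 79 had a positive fold change in each. Camera tests with Benjamini-Hochberg adjustment gave adjusted p = 1.7e-07, 6.6e-27 and 2.7e-22 for the 3 constructs, calls that held under limma's fry test (adjusted p = 0.024, 0.00014 and 3.2e-05) but not with an estimated correlation between genes (adjusted p = 0.53, 0.47 and 0.47). Against G-NHA9 cells directly, the median was 0.24 in G-NHA9–8FA cells (76 of 79 positive, 11 called; camera adjusted p = 2.2e-10, fry adjusted p = 0.048) and 0.34 in G-NHA9_Midi_ cells (79 of 79 positive, 37 called; camera adjusted p = 1.3e-14, fry adjusted p = 0.016). Ribosomal protein genes took a median of 4.30% of all counts in empty vector libraries, 5.86% in G-NHA9, 6.15% in G-NHA9–8FA and 7.08% in G-NHA9_Midi_ libraries. In G-NHA9–21FGAA cells, their median log2 fold change was -0.06 (camera adjusted p = 0.19), in G-NHA9_Midi_–21FGAA cells -0.27 (camera adjusted p = 3.1e-13; fry 0.038) and in G-NHA9–ΔDNA cells -0.16 (camera adjusted p = 1e-05; fry 0.2). Without TMM scaling, these medians were 0.13, -0.13 and -0.02, and that of G-NHA9–8FA against G-NHA9 was 0.11. The median in G-NHA9–21FGAA cells was 0.04 without empty vector replicate 2 and -0.12 without empty vector replicate 5 (camera adjusted p = 0.00071).

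**Figure D3:**
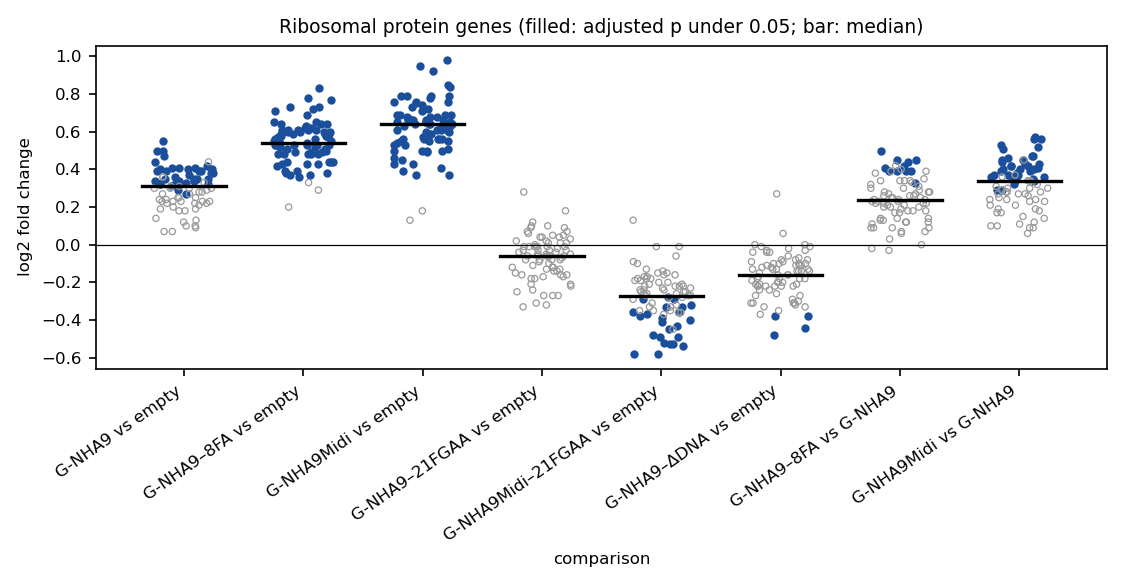
Each point is the log2 fold change of 1 of the 79 ribosomal protein genes in the comparison named on the horizontal axis, filled at an adjusted p-value under 0.05, and bars are medians. Points lie above 0 for all 79 genes in G-NHA9, G-NHA9–8FA and G-NHA9_Midi_ cells against the empty vector, and the median of G-NHA9–21FGAA is -0.06 with TMM scaling and 0.13 without it.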

Additional NUP98 FOs Undergo LLPS and Transform Hematopoietic Cells

We next tested whether additional NUP98 FOs associated with acute leukemia formed liquid-like condensates in HEK293T cells and lin^−^ HSPCs (Fig. 7A), including one displaying an alternative DNA-binding homeodomain (NUP98–PRRX1; ref. 47), another with an epigenetic mark–binding PHD domain (NUP98–KDM5A; ref. 21), and a third displaying a histidine and arginine (H/R)–rich region of unknown structure and function (NUP98–LNP1; ref. 48). We expressed mEGFP-tagged forms of these NUP98 FOs in HEK293T cells and found that all three formed nuclear puncta (Supplementary Fig. S7A–S7E), although they displayed a range of features (Supplementary Fig. S7F). The puncta formed by G-NUP98–PRRX1, including their number, volume, and *K_p_* values, were very similar to those for G-NHA9 (Supplementary Fig. S7B, S7C, and S7F; Supplementary Table S2), likely because the two homeodomains bind DNA with similar affinity. G-NUP98–KDM5A, which binds histone H3 displaying dimethyl and trimethyl lysine 4 (H3K4-me2/3) epigenetic marks within chromatin (21), formed larger, less numerous puncta at generally higher expression levels than G-NHA9 (Supplementary Fig. S7D and S7F; Supplementary Table S2). Finally, G-NUP98–LNP1 formed slightly larger puncta than G-NHA9 (Supplementary Fig. S7E and S7F; Supplementary Table S2) and showed greater partitioning into puncta than the other three NUP98 FOs (Supplementary Fig. S7F; Supplementary Table S2). As for G-NHA9, the mEGFP-tagged molecules within the puncta discussed above were dynamic (Supplementary Fig. S7G–S7I). Additionally, for G-NUP98–LNP1, we observed puncta fusion (Supplementary Fig. S7J; Supplementary Video S6). Together, these results support that the puncta formed by these three additional NUP98 FOs in HEK293T cells reflect the liquid-like features characterized in detail for G-NHA9 and suggest that this is a universal feature of NUP98 FOs.

**Figure 7.**
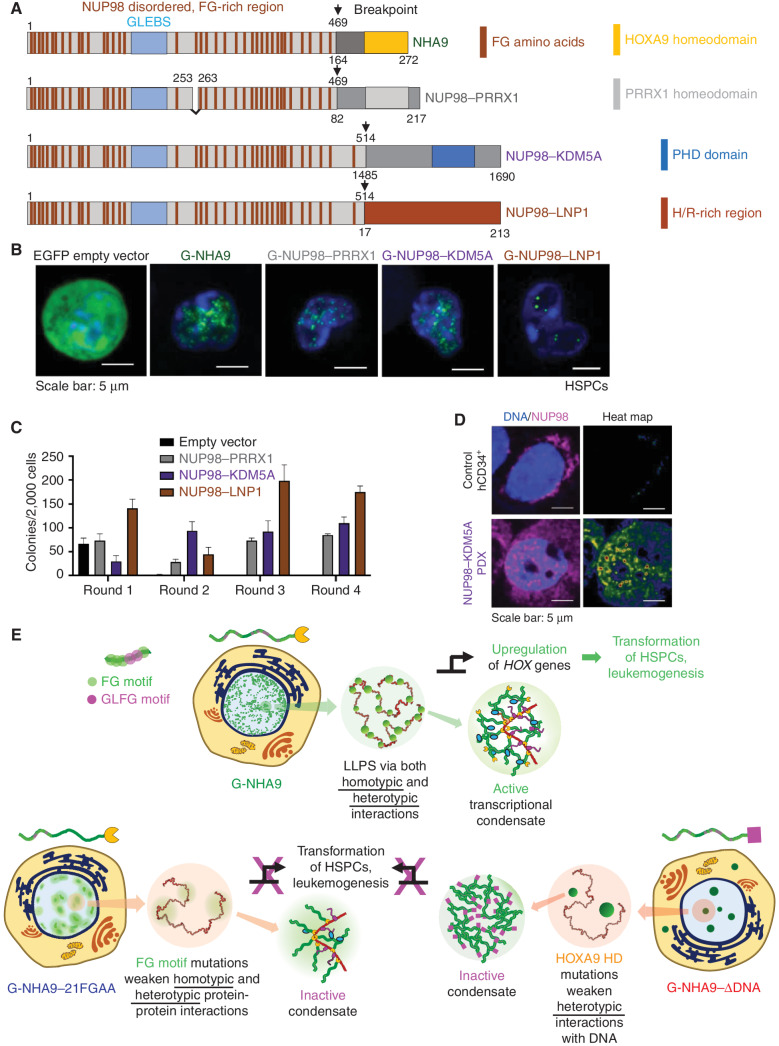
Additional leukemia-associated NUP98 FOs form nuclear puncta and transform lin^−^ HSPCs. **A,** Schematic of NHA9 and three additional NUP98 FOs (NUP98–PRRX1, NUP98–KDM5A, and NUP98–LNP1). Numbers indicate the amino acid residue. Numbers above the schematic reflect NUP98 residues, whereas numbers beneath reflect the fusion partner's residues. **B,** Representative images of live lin^−^ HSPCs expressing G-NUP98–PRRX1, G-NUP98–KDM5A, and G-NUP98–LNP1. EGFP empty vector and G-NHA9 are included for comparison. **C,** Average number of colonies per 2,000 cells for lin^−^ HSPCs expressing negative control empty vector and NUP98 FOs. Data shown are mean ± SD from triplicate technical replicates of a representative experiment. **D,** Representative images of a fixed, nontransduced human CD34^+^ (hCD34^+^) cell (top) and a NUP98–KDM5A PDX cell (bottom) stained with an antibody against NUP98. NUP98 is magenta, and DNA is blue. The heat map is a normalized representation of NUP98 fluorescence intensity across the PDX cell. **E,** Conceptual scheme illustrating how LLPS by NHA9 mediates the formation of aberrant transcriptional condensates in hematopoietic cells. NHA9 (top, left cell image) undergoes LLPS to form many small, chromatin-associated puncta that drive aberrant expression of *Hox* and other genes and transform hematopoietic cells. LLPS is driven by both homotypic and heterotypic interactions. Mutation of FG motifs (NHA9–21FGAA, bottom left) weakens both homotypic and heterotypic protein–protein interactions, yielding less numerous, larger, and less dense puncta that do not activate *Hox* gene expression or transform HSPCs. Mutation of residues in the HOXA9 homeodomain (HD; NHA9–ΔDNA, bottom right) weakens heterotypic interactions with DNA, yielding less numerous, larger, and more dense puncta that also do not induce the leukemogenic phenotype in HSPCs.

To determine if the additional NUP98 FOs behave similarly in hematopoietic cells, we expressed them in lin^−^ HSPCs using lentivirus and performed imaging after 24 hours. All three FOs formed puncta that were very similar to those seen in HEK293T cells (Fig. 7B), although the cellular expression levels were at least 10-fold lower in HSPCs than in HEK293T cells (Supplementary Fig. S7K). The low expression levels precluded accurate quantitation of puncta features. However, these results show that, despite lower expression levels, all four NUP98 FOs tested formed apparently liquid-like puncta in both HEK293T cells and lin^−^ HSPCs.

Next, we determined whether the additional NUP98 FOs transform cells as measured by the colony-forming unit assay in lin^−^ HSPCs. Expression of each FO resulted in sustained colony formation through four rounds of replating (Fig. 7C). Analysis of differentiation markers showed that the HSPCs transformed by the three additional NUP98 FOs exhibited the myeloid phenotype (Supplementary Fig. S7L). These findings support that the relationship between puncta formation driven by LLPS and hematopoietic cell transformation seen with G-NHA9 is common to these three additional FOs, and possibly all NUP98 FOs due to their conservation of the LLPS-prone N-terminal FG motif–rich region of NUP98 and C-terminal regions that often display identifiable DNA- and/or chromatin-binding domains (ref. 18; Supplementary Table S1).

To address clinical relevance, we obtained hematopoietic cells from an AML patient-derived xenograft (PDX; Supplementary Fig. S7M) harboring the *NUP98–KDM5A* fusion oncogene (49). IF analysis of the PDX cells using a monoclonal antibody against NUP98 revealed nuclear puncta (Fig. 7D) qualitatively similar in size and number to those observed in mouse lin^−^ HSPCs (Fig. 7B). Nuclear puncta were not observed in identically stained nontransduced human CD34-positive HSPCs (hCD34^+^ cells; Fig. 7D). Due to the scarcity of cells and high background staining in the IF images, we were unable to quantify puncta features for the human PDX cells harboring the *NUP98–KDM5A* fusion oncogene. However, we were able to detect puncta in 10 cells (Supplementary Fig. S7N). To minimize artifacts due to antibody reactivity with endogenous NUP98 within NPCs, we excluded IF intensity within 0.5 μm of the nuclear periphery. This analysis revealed nuclear puncta in several of the PDX cells (Supplementary Fig. S7N and S7O). A similar analysis of control hCD34^+^ HSPCs registered very few puncta (Supplementary Fig. S7N and S7O). Together, these results demonstrate that the NUP98–KDM5A FO forms nuclear puncta in patient-derived AML cells similar to those observed after viral transduction of mouse lin^−^ HSPCs. Broadly, these results support our proposal that formation of nuclear puncta by NUP98 FOs drives aberrant gene expression, hematopoietic cell transformation, and the development of human AML.

## Discussion

Our results show that NHA9 forms hundreds of nuclear puncta through both homotypic and heterotypic mechanisms of LLPS, which we demonstrate is causally linked with aberrant gene expression and transformation of mouse hematopoietic cells to the myeloid lineage. Three additional NUP98 FOs, NUP98–PRRX1, NUP98–KDM5A, and NUP98–LNP1, also form nuclear puncta with apparent liquid-like features and transform and induce myeloid differentiation in mouse lin^−^ HSPCs. Further, the NUP98–KDM5A FO expressed in AML PDX hematopoietic cells formed puncta similar to those observed in mouse lin^−^ HSPCs. Together, our results for multiple NUP98 FOs and those of others for NHA9 (31) demonstrate that LLPS drives the formation of nuclear puncta by these FOs that mediate aberrant gene expression, transform both mouse and human hematopoietic cells, and promote leukemogenesis. The observation of nuclear puncta for many additional AML-associated NUP98 FOs that display conserved domain features (Supplementary Table S1) strongly suggests that homotypic and heterotypic LLPS drives leukemogenesis by most NUP98 FOs.

The ability to undergo both homotypic and heterotypic interactions is encoded in the domain features of NUP98 FOs. Homotypic and heterotypic protein–protein interactions are mediated by the 38 FG motifs within the N-terminal disordered region of NUP98, whereas, in the case of NHA9, additional heterotypic interactions with DNA are mediated by the C-terminal HOXA9 homeodomain (Fig. 7E, top). Together, these interactions drive formation of DNA-associated NHA9 puncta through LLPS. This is supported by the observation of liquid-like features for G-NHA9 (Fig. 1D), as well as for G-NHA9 constructs defective in DNA binding [Figs. 2D and E and 7E (bottom, right); Supplementary Fig. S2B, S2J, and S2K; Supplementary Videos S2 and S3]. The observation of large, round condensates for NHA9 at high concentrations *in vitro* (Fig. 1F) further supports formation through LLPS. Although *in vitr*o NHA9 condensates are gel-like (Fig. 1G), the puncta observed for G-NHA9 in cells are liquid-like, which we propose is due to dynamic heterotypic interactions with many protein partners (27, 31). The strong concentration dependence of *K_p_* values for G-NHA9 and G-NHA9–ΔDNA in HEK293T cells (Fig. 2H) provides strong evidence for puncta formation through multicomponent, heterotypic LLPS (44). Further, the responses of the puncta-forming behavior of the NHA9 constructs to mutations that reduce their FG motif valence are in accord with expectations with LLPS as the driving mechanism. In summary, multiple lines of evidence demonstrate that LLPS is the driving mechanism of NHA9 puncta formation in cells, as discussed by others (31).

Our results demonstrate that the C-terminal FG motif region within NHA9 is an important determinant of puncta-forming behavior, aberrant gene expression, and hematopoietic cell transformation. Supporting this, puncta-forming behavior was severely attenuated and aberrant gene expression and hematopoietic cell transformation were abrogated when only the N-terminal FG motif repeat region is present within NHA9 (as in G-NHA9–21FGAA; Fig. 7E, bottom left). The C-terminal FG motif repeat region not only is longer than the N-terminal region, but also displays higher FG motif valence (21 vs. 17, with six vs. three GLFG motifs) and displays an approximately 80-residue-long prion-like domain (Supplementary Fig. S8). Finally, in addition to enrichment in FGs, the C-terminal region is moderately enriched in asparagine, glutamine, serine, and threonine residues (Supplementary Fig. S8; compare bottom left with bottom right), which can contribute to LLPS (50). The strong contribution of the C-terminal FG motif region to LLPS-driven transformation of lin^−^ HSPCs may explain why virtually all reported NUP98 FOs retain all of the NUP98-N FG motifs (18). It follows logically that gene translocations with breakpoints closer to the 5′ end of the *NUP98* gene, leading to FOs with incomplete C-terminal FG motif regions, would experience blunted LLPS and fail to induce aberrant gene expression and transform hematopoietic cells. In summary, our data support that the C-terminal FG motif region within the NHA9 FO drives LLPS in cell nuclei and contributes to aberrant *Hox* gene expression and transformation of lin^−^ HSPCs.

Finally, we propose that, based on our mechanistic understanding of the LLPS behavior of the four NUP98 FOs we studied, virtually all additional NUP98 FOs, which retain the LLPS-prone FG-rich IDR of NUP98 and DNA- or chromatin-binding domains from the C-terminal fusion partners (18), similarly undergo LLPS, forming nuclear puncta that drive aberrant gene expression and often transform hematopoietic cells. For example, in addition to DNA-binding homeodomains, HMG and other DNA-binding domains are represented within NUP98 FOs, as well as other chromatin-binding domains, including PHD domains, bromodomains, and SET and IQ domains (18). Further, other types of FOs associated with a wide range of cancers contain fused regions of transcription factors (51) that are understood to contain disordered regions prone to LLPS (32). In fact, several reports have indicated that LLPS might play a role in aberrant gene expression linked to leukemogenesis in the case of EWS–FLI1, a driver in Ewing sarcoma, and other FUS/EWS/TAF15 protein family FOs (35, 52, 53). We propose that many FOs, which display the LLPS-prone IDR/chromatin-binding domain organization discussed above, acquire oncogenic function through deleterious functional synergy between their LLPS-prone IDRs and folded chromatin-binding domains (54). This synergy may be responsible for the protein interaction network rewiring associated with FOs (55). Our findings with the four NUP98 FOs reported herein suggest that their leukemogenic effects in hematopoietic cells are rooted in synergy between homotypic and heterotypic interactions that drive LLPS. Critical for the future will be to leverage this understanding to develop targeted approaches to therapeutically modulate aberrant LLPS by FOs (56) and possibly counteract their oncogenic phenotypes.

## Methods

### Cell Culture and Transient Transfections

HEK293T cells (ATCC; RRID:CVCL_0063) were cultured in DMEM with high glucose (Gibco) and supplemented with 1× penicillin/streptomycin (Gibco), 10% FBS (HyClone), and 6 mmol/L l-glutamine (Gibco) and maintained at 37°C in 5% CO_2_. Cells were tested for *Mycoplasma* every 2 months using PCR (e-Myco plus, LiLiF). Cells were authenticated by short tandem repeat profiling (PowerPlex Fusion at the St. Jude Hartwell Center). Cells were transfected in a 96-well plate with 100 ng of plasmid DNA in the CL20 vector backbone using FuGENE HD (Promega) per the manufacturer's instructions. All fusion proteins were N-terminally tagged with monomeric EGFP (A207K mutation in EGFP), and EGFP was used for the empty vector control plasmids (see plasmid list in Supplementary Table S4 for sequences). Cells were used for a maximum of 25 passages after thawing.

### Immunofluorescence

For NPC staining in HEK293T, cells were fixed with 4% paraformaldehyde (Electron Microscopy Sciences) and then incubated for 5 minutes in 0.5% Triton-X-PBS for cell permeabilization. For fixation of hematopoietic cells and NUP98–KDM5A PDX cells, a cytocentrifuge was used to adhere cells to a glass slide by spinning at 400 rpm for 4 minutes. The cells were then rapidly rinsed in 1× PBS–5 mmol/L EGTA, followed by incubation at −20°C in 95% methanol–5 mmol/L EGTA for 30 minutes. The primary antibodies used were mouse anti-NUP107 (Abcam, Mab414, RRID:AB_448181, 1:300) and rat anti-NUP98 (GeneTex, 2H10, RRID: AB_2894964, 1:200). The secondary antibodies used were raised in donkey and conjugated to Alexa Fluor Rhodamine Red-X or Alexa Fluor 647 (Jackson ImmunoResearch; RRID:AB_2340614) at 1:300 diluted in 5% normal donkey serum. Cells were counterstained with DAPI (Invitrogen) diluted in PBS (300 nmol/L) for 2 minutes and then mounted onto glass slides with antifade solution (90% glycerol, 0.5% N-propyl gallate). See Supplementary Methods for additional details.

### Recombinant Protein Expression, Purification, and Labeling

Recombinant proteins were expressed in *Escherichia coli* BL21(DE3) cells (Novagen) using constructs in the pET28-12xHis backbone (see plasmid list in Supplementary Table S4). Proteins were purified using Ni-NTA affinity chromatography, followed by proteolytic removal of the polyhistidine tag. The 12xHis-TEV was removed using Ni-NTA beads, and the flow-through fractions containing cleaved proteins were loaded on an HPLC column (PLRP-S 1000A 8 μmol/L, Agilent Technologies) for the final purification step. Proteins were fluorescently labeled using either maleimide or succini-midyl ester derivatives of Alexa Fluor dyes (Thermo Fisher Scientific) according to the manufacturer's protocol. The labeled protein concentration and efficiency of labeling were determined according to the manufacturer's protocol. See Supplementary Information for additional details.

### *In Vitro* Confocal Microscopy

For constructing phase diagrams, images were acquired using a 3i Marianas spinning disk confocal microscope with SlideBook 6.0 software (3i) and a 63× oil immersion objective, numerical aperture 1.4. The unlabeled NHA9 dissolved in water with 5 mmol/L DTT was mixed with Alexa Fluor–labeled NHA9 dissolved in the same solvent and diluted with 2× PBS (1× PBS; 136.9 mmol/L NaCl, 2.68 mmol/L KCl, 10 mmol/L Na_2_HPO_4_, 1.7 mmol/L KCl, pH 7.4) at 1:1 to induce LLPS. The samples were incubated at room temperature overnight before imaging in a 384-well SensoPlate (Greiner Bio-One) coated with Sigmacote (Sigma-Aldrich), followed by 1% weight/volume pluronic F-127 (Sigma-Aldrich). As the condensates settled to the bottom surface of the coverslip due to gravity, all images were acquired from the bottom of the coverslip to a 6 μm height with a 0.5-μm interval. Images were processed as maximum intensity projections over the different z-slices.

### Fluorescence Recovery after Photobleaching

FRAP experiments were performed on a Marianas spinning disk confocal microscope with SlideBook 6.0 software (3i), using 100× oil immersion objective, numerical aperture 1.45. A circular region of interest (ROI) of diameter 0.5 μm was located at the center of droplets and photobleached to 50% intensity by illuminating the ROI with an appropriate laser. Laser power was set as needed for 100 ms exposure. Background signal was subtracted from the measured fluorescence recovery values and normalized against an unbleached condensate. As NHA9 condensates underwent rapid gelation under *in vitro* conditions, the FRAP experiments were performed within 2, 4, and 8 minutes of the formation of the condensates. For in-cell FRAP, a single punctum was bleached with 50 ms exposure, and the recovery of the fluorescence was tracked manually by shifting a 0.6-μm diameter ROI. The data were normalized against the overall photobleaching for the mEGFP fluorescence. The FRAP data curves were fitted using the simple exponential equation fit given below.

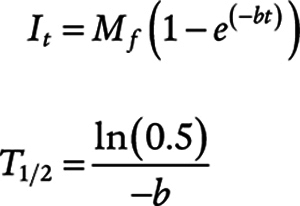

Where *I_t_* is the measured fluorescence intensity at time point *t*, *T*_1/2_ is the half-time of recovery, and *M_f_* is the mobile fraction.

### Turbidity Assays

For all turbidity measurements, different concentrations of the untagged-NHA9 constructs were diluted with 2× PBS, such that the final buffer was 1× PBS. Absorption at 340 nm was measured after 30 minutes of incubation of the samples using a NanoDrop 2000c spectrophotometer (Thermo Fisher Scientific). The 0 μmol/L protein concentration, which is the buffer-only sample, was used as a background, and that buffer-only A_340_ value was subtracted from all the protein A_340_ values. The mean and SD values were obtained from at least three independent sets of experiments.

### Preparation of HSPCs

All mice were maintained in the Animal Resource Center at St Jude Children's Research Hospital and were treated ethically under Animal Care and Use Committee–approved protocol number 584-100669-10/20. Whole bone marrow was harvested from the forelimbs and hindlimbs of male and female 6- to 12-week-old C57Bl/6 mice (RRID: IMSR_JAX:000664) in PBS + 5% FBS (HyClone). Lin^−^ HSPCs were selected using the EasySep Mouse Hematopoietic Progenitor Cell Isolation Kit (STEMCELL Technologies) according to the manufacturer's instructions. Cells were resuspended in IMDM (Gibco) containing 20% FBS (HyClone), 1× penicillin–streptomycin–glutamine (Gibco), 50 ng/mL SCF (PeproTech), 40 ng/mL Flt3 (PeproTech), 30 ng/mL IL6 (PeproTech), 20 ng/mL IL3 (PeproTech), and 10 ng/mL IL7 (PeproTech). Cells were then seeded onto retronectin-treated plates preloaded with virus. Lentiboost B (Sirion Biotech) was added at 1:100 into the cell suspension, and the plates were spun at 800 × *g* and 4°C for 90 minutes. Following this spin, cells were moved to a 37°C incubator and cultured for 2 days. Cells were then collected using cell dissociation buffer (Gibco). FACS was used to isolate mCherry- and/or mEGFP-expressing cells.

### Virus Preparation

Virus was prepared by cotransfection of approximately 40% confluent HEK293T cells grown in DMEM (Lonza) containing 10% FBS (HyClone) and 1× penicillin–streptomycin–glutamine (Gibco). Five-hundred microliters OptiMEM-reduced serum medium (Gibco) was mixed with 40 μL FuGENE HD (Promega) for each 10-cm dish of HEK293T cells. After a 5-minute incubation at room temperature, plasmids were added. The St. Jude vector core prepared all lentiviral virus with constructs in the CCLMPC vector backbone using VSV-G pseudotyping, followed by purification and concentration by ion exchange. For retrovirus, 10 μg plasmid of interest in MSCV backbone + 1 μg of CAG-ECO and 3 μg of gag-pol were added. See plasmid list in Supplementary Table S4. After a 20- to 30-minute incubation at room temperature, OptiMEM mixture was added drop-wise to cells. The media were changed 18 to 24 hours after transfection, and viral supernatants were collected 48 to 72 hours after transfection. Lentivirus was used in the colony-forming unit assay, RNA-seq experiments, and HSPC imaging for all NHA9 constructs. Lentivirus was also used for HSPC imaging of NUP98–KDM5A, NUP98–PRRX1, and NUP98–LNP1. Retrovirus was used for the colony-forming unit assay with NUP98–KDM5A, NUP98–PRRX1, and NUP98–LNP1.

### Colony-Forming Unit Assays

HSPCs isolated and prepared as above were plated in Methocult containing myeloid and erythroid growth factors (M3434, STEMCELL Technologies). Eight thousand cells in 400 μL IMDM (Gibco) containing 2% FBS (HyClone) and 1× penicillin–streptomycin–glutamine (Gibco) were added to 3.2 mL Methocult along with 800 μL of the same media containing 50 ng/mL GM-CSF (PeproTech); 1.1 mL of the Methocult mixture was plated in a 6-cm dish (2,000 cells/dish) in technical triplicates. After 1 week of growth, colonies were counted, and cells were washed well with PBS before being replated as described above. This process was repeated until no colonies were counted across the three plates for each condition or for at least four rounds of colony growth. Images of colonies were acquired using the Nikon Eclipse TS100 microscope. For all NHA9 constructs, colony formation was assessed using mEGFP-tagged constructs. Untagged constructs were used for colony formation assessment of NUP98–KDM5A, NUP98–PRRX1, and NUP98–LNP1.

### PDX Cells

A PDX was established by tail-vein injection of CD3-depleted cells from a female patient with AML FAB M5, karyotype 46XX, and an NUP98–KDM5A fusion into sublethally irradiated (250 rad) NSG-SGM3 mice. Leukemic cells harvested from the abdominal mass were fixed and stained as described above. The patient from whom the PDX cells were obtained was enrolled on a protocol with provision of banking of leukemia samples for research that required written informed consent from the patient or the patient's guardians.

### RNA Isolation

HSPCs were isolated in parallel from 6- to 12-week-old male and female C57Bl/6 mice and transduced with each virus in triplicate. Samples were cultured for 2 days, and mCherry-positive empty vector and mCherry- and mEGFP-positive NHA9 or mutant cells were isolated using FACS. Cells were grown in Methocult for 1 week as described above, and then washed in PBS and resuspended in 600 μL cold TRIzol. Lysis and homogenization were performed immediately using pipetting and vortexing, respectively. RNA was isolated using the Direct-Zol RNA MiniPrep Kit (Zymo Research). RNA was quantified using NanoDrop 2000 (Thermo Fisher Scientific).

### RNA Sequencing and Analysis

RNA-seq was performed by the Hartwell Center at St. Jude Children's Research Hospital. Libraries were prepared using the TruSeq Stranded Total RNA kit (Ilumina). One hundred fifty base-pair, paired reads were generated by sequencing on NovaSeq 6000 (Ilumina). All data have been deposited in the Gene Expression Omnibus (GEO) and are accessible using accession number GSE185621. See Supplementary Information for additional details.

### Confocal Microscopy Imaging

All microscopy images were acquired on a 3i Marianas system configured with a Yokogawa CSU-W spinning disk confocal microscope utilizing a 100× Zeiss objective, 405 nm (Hoechst) and 488 nm (mEGFP) laser lines, and SlideBook 6.0 (3i). 3-D images of cells were captured as z stacks with 0.2 μm spacing between planes, spanning 12.2 μm in total. Live HEK293T cells were imaged at 37°C in phenol red–free DMEM with high glucose (Gibco) supplemented with 1× penicillin/streptomycin, 10% FBS, 6 mmol/L l-glutamine, and 25 mmol/L HEPES. Live mouse HSPCs were imaged in phenol red–free IMDM (Gibco) supplemented with 20% FBS (HyClone), 1× penicillin–streptomycin–glutamine (Gibco), 50 ng/mL SCF (PeproTech), 40 ng/mL Flt3 (PeproTech), 30 ng/mL IL6 (PeproTech), 20 ng/mL IL3 (PeproTech), and 10 ng/mL IL7 (PeproTech). All fixed cell imaging was performed at room temperature.

### Image Analysis of NHA9 Constructs and Additional NUP98 FOs

Analyses of puncta were performed using a customized Python script, in which nuclei were segmented in individual z-layers and then combined into 3-D stacks. Puncta were segmented by filtering the mEGFP channel with a scale-adapted Laplacian of Gaussian (LoG) filter, thresholding the result, and applying watershed segmentation, using the maxima of the LoG-filtered image as seeds. Individual puncta were quantified by computing their volume, mean mEGFP intensity, and integrated mEGFP intensity (the sum of intensities of all puncta pixels). Individual cell nuclei were quantified by computing total and average puncta volume (*V_p_*), mean and integrated mEGFP fluorescence intensity, and mean and integrated puncta localized mEGFP fluorescence intensity. We reported puncta number per unit volume of the cell nuclei because a small proportion of cells were not fully imaged. We quantified the relationship between mEGFP and Hoechst intensities using Pearson correlation. The details of the image analysis pipeline and the extracted puncta features, including partition coefficient (44), are provided in Supplementary Information. Heat maps shown in Fig. 7D were generated using Imaris Imaging Software (Oxford Instruments).

### Data Availability Statement

The RNA-seq data generated in this study have been deposited in GEO and are accessible using the accession number GSE185621. The computer code used to analyze cell imaging data and the primary images are available on Dropbox: https://www.dropbox.com/sh/67c1ppi0m8cud49/AADz4yRIwULNEu85cpSfyvETa?dl=0.

## Supplementary Material

Supplementary Data

Supplementary Data

Supplementary Data

Supplementary Data

Supplementary Data

Supplementary Data

Supplementary Data

Supplementary Table

How the deposited data were processed for this re-analysis (not part of the article)

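RNA-seq counts of mouse lin- HSPCs from the first round of plating were used, with 5 libraries for each of 7 conditions (empty vector, G-NHA9, G-NHA9–8FA, G-NHA9_Midi_, G-NHA9–21FGAA, G-NHA9_Midi_–21FGAA and G-NHA9–ΔDNA). The authors deposited the reads they counted on each of 49671 genes, as whole numbers without normalization. The paper's main text gives stranded total RNA libraries and the sequencer but does not name the aligner, the counting program or the annotation. The Supplementary Information to which it refers for details was not used here. The deposited counts are named for mm10 (GRCm38). The read length it gives is not the one on the sample labels. No step of that counting was repeated. Gene positions and overlapping genes were taken from GENCODE M21 (GRCm38), in which 43749 identifiers (88.1%) were found with the same version and 49326 (99.3%) without it. Of the genes, 101 share a symbol with another and were told apart by identifier.

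Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1, and figures were drawn in Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9. Genes were filtered with edgeR's filterByExpr with the conditions as groups, which kept 17166 genes and 99.96% of the counts. Libraries were scaled by TMM, and a quasi-likelihood negative binomial model with a mean for each condition was fitted to all 35 libraries. Comparisons were each of the 6 constructs against the empty vector, G-NHA9–8FA, G-NHA9_Midi_, G-NHA9–21FGAA and G-NHA9–ΔDNA against G-NHA9, G-NHA9_Midi_–21FGAA against G-NHA9_Midi_, and G-NHA9–21FGAA and G-NHA9_Midi_ against G-NHA9–8FA. P-values were adjusted by the Benjamini-Hochberg method within each comparison, with a threshold of 0.05. CPM are TMM-scaled, and principal components and correlations between libraries used log2 CPM with a prior count of 2. Principal components were taken from the 500 most variable genes, and permutation p-values from 100000 shuffles.

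Total counts per library were between 31559914 and 75810659, and the 10 most abundant genes took 9.85% to 15.4% of a library. Up to 3 counts are compatible with a count of 0, and folds against a condition in which every library held at most 3 counts were computed against this limit. Intervals and limits of this kind cover counting error only. The labels number the libraries of each condition from 1 to 5. Whether the number pairs libraries across conditions was checked on the deviation of each library from its condition's mean. The mean correlation of these deviations was 0.232 between libraries of the same number and -0.057 between others. Deviations from a mean cancel out within a condition, so the second value largely follows from the first. All 5 pairs exceeded 0.1 in 5 of the 13 comparisons (G-NHA9, G-NHA9_Midi_–21FGAA and G-NHA9–ΔDNA against the empty vector, and G-NHA9–21FGAA and G-NHA9–ΔDNA against G-NHA9). A pairing by number would hold for all conditions alike, so this limit does not show that the other comparisons are unpaired. Over all libraries, 6901 genes differed between the numbers. What the number stands for was not found in the labels or the main text. The model without pairing had been set before the counts were read and was kept for all comparisons. The number as a block had been set as an alternative, and every number of changed genes was higher with it. The procedure was tested on simulated data in which 200 of 16852 genes were changed by a factor of 2 or 4. It recovered 93.5% of them with the right sign, with 11 unchanged genes called. DESeq2 1.42.0 recovered 94.5%, with 25 unchanged genes called. The changed genes all had over 1 CPM, rose and fell equally often in 1 condition, and libraries were simulated as independent. In the real data, far more genes changed, same-numbered libraries were correlated, and some calls lie near the limit of 3 counts. These rates therefore do not cover such genes or the real comparisons as a whole.

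Gene sets were tested with limma's camera at a preset correlation of 0.01, adjusted over the lists and comparisons of a family, and again with an estimated correlation and with fry. Lists fixed before any value was seen were the 79 cytoplasmic ribosomal protein genes, 35 genes of DNA replication, 78 mitochondrial ribosomal protein genes, 42 translation factors, 63 genes of rRNA processing (60 tested), 21 interferon-induced genes, the *Hox* cluster genes and the 27 genes marked in Fig. 6B. Lineage markers, fixed likewise, were those of erythroid cells (25 genes), early granules (5), late neutrophils (12), macrophages (17), mast cells and basophils (12), eosinophils (7), megakaryocytes (10), and stem and progenitor cells (13). Of the Reactome sets in Table S3, 33 are listed as higher and 10 as lower, of which 21 and 10 were matched by name and 30 held at least 5 tested genes. Random lists of genes with similar abundance were drawn 10000 times from the 200 nearest genes. The genes named in the text are those the paper names for this experiment, the *Hox* genes and the listed markers. Added to these were, for each construct against the empty vector, the 2 genes that rose and the 2 that fell most among those past the threshold with a mean of at least 5 CPM over both conditions and no overlap between them.

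Alternatives tried were library sizes without TMM, RLE size factors in edgeR, no filter, a filter at a mean of 1 CPM, the replicate number as a block, a score of sex-linked transcripts as a covariate, a fit to the 2 conditions compared only and DESeq2. Others were a minimum absolute log2 fold change of 1, and leaving out each library in turn. For principal components they were DESeq2's variance-stabilizing transformation, 1000 genes, scaled genes and no TMM, and for gene sets fry and an estimated correlation. The other experiments of the paper were not analysed here.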

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

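The tests on genes changed alike in all 6 constructs and on erythroid genes were chosen only after the results were seen.

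Single libraries were compared with the other 4 of their condition by Dixon's ratio, the gap to the nearest library divided by the range of the 5, with a critical value of 0.71. Of 70 combinations of measure and condition, 6 were past it, where 3.5 would be by chance. G-NHA9 sample 2 had a total count of 45464263, against 37301940 for the next library. G-NHA9–8FA sample 1 lay at 43.06 on PC1 (next, 38.79) and at -12.66 on PC2 (next, -4.14). Empty vector sample 5 lay at -12.02 on PC2 (next, -13.88). The level of *Rpl12* was 617.6 CPM in G-NHA9–21FGAA sample 1 (next, 676.6), and that of *Nup98* was 197.6 CPM in G-NHA9–8FA sample 5 (next, 158.9). With total counts as the measure of depth, the separation of G-NHA9, G-NHA9–8FA and G-NHA9_Midi_ libraries on PC1 was tested. The totals of 15 of these 15 libraries lay within the range of the other 20 (two-sided permutation test of the totals, p = 0.091), which argues against sequencing depth as its source. Within conditions, totals and PC1 were not related beyond chance over the 35 libraries (Pearson's r = -0.30, permutation p = 0.11; Spearman's rho = -0.20, permutation p = 0.26), and r was -0.11 without the 2 libraries with the most extreme totals. The labels give no sequencing batch, and no biological explanation was tested for a single library.

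Among all genes tested, 253 were higher and 165 lower than in empty vector cells in all 6 constructs, including those with mutated FG motifs or impaired DNA binding. Examples picked after the values were seen are *Shmt1* (log2 fold changes from 0.95 to 1.67), *Adgra3* (0.93 to 1.83) and *Pcdh7* (0.80 to 2.14) among the higher genes and *Gm5150* (-3.02 to -0.97), *Sirpb1c* (-1.66 to -0.87) and *Sirpb1a* (-1.51 to -0.93) among the lower. The 6 comparisons share the same empty vector libraries. Genes were therefore called alike in all 6 against 3 empty vector libraries and then compared with the 2 held out, in each of the 10 ways to hold out 2. At least 98.8% of the higher and of the lower genes kept their direction, where chance values of the libraries used would give about 50%, which argues against such values. A single empty vector library was also tested. The number called alike was 418 with all libraries and 597, 279, 274, 220 and 218 without empty vector replicate 1, 2, 3, 4 or 5, so no single one carried the pattern alone, although replicates 3, 4 and 5 each moved the count by more than 1.5 times. The other alternatives gave 136 higher and 74 lower genes with no filter, 157 and 156 in fits to the 2 conditions only, 289 and 188 with a mean of at least 1 CPM, 297 and 209 with DESeq2, 336 and 278 with the sex-linked score and 362 and 329 with the replicate block. Scaling with library sizes only, which moves all genes up against the empty vector, kept the 253 raised genes and only 72 of the 165 lowered ones. RLE, which is close to TMM, kept 241 and 159. RLE moved genes down only slightly (median of all genes in G-NHA9–8FA cells, from 0.03 to 0.01). No scaling that moves them further down was tried. Another scaling moves all genes of a comparison alike. The raised genes had a median of the mean log2 fold changes of 0.66 and the lowered genes of -0.68 in the same comparisons. This argues against scaling as the source of both. Scaling as a source of the raised or the lowered genes taken alone is not excluded by it. The constructs share the mEGFP-tagged NUP98 fusion, and their cells were sorted for mEGFP and mCherry while empty vector cells were sorted for mCherry alone. Which of these differences underlies the shared changes was not tested.

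Erythroid marker genes had a median log2 fold change of 1.47 against the empty vector in G-NHA9_Midi_–21FGAA cells (camera adjusted p = 2.1e-14; 25 of 25 genes positive), 1.33 in G-NHA9–21FGAA cells (4.9e-09; 25 of 25) and 1.11 in G-NHA9–ΔDNA cells (2.8e-09; 24 of 25). In G-NHA9–8FA and G-NHA9_Midi_ cells it was -3.90 (6.3e-29) and -4.55 (1.4e-16), and in G-NHA9 cells -0.20 (0.97). Apart from G-NHA9, each call held under fry, and with an estimated correlation only that of G-NHA9–8FA did (0.017). Of the list, 24 genes were over 1 CPM in empty vector cells, and *Ank1* and *Rhag* are also marked in Fig. 6B. The most abundant, *Hbb-bs*, was at 181 CPM in empty vector, 145 in G-NHA9, 12.1 in G-NHA9–8FA, 7.41 in G-NHA9_Midi_, 433 in G-NHA9–21FGAA, 502 in G-NHA9_Midi_–21FGAA and 435 in G-NHA9–ΔDNA cells. Scaling was tested first. Over TMM, library sizes only and RLE, the smallest size of the median in the 5 constructs other than G-NHA9 was 1.11, and in G-NHA9 cells it was 0 without TMM. Another scaling moves all lists of a comparison alike, so it does not account for lists that move apart, as the next values show. A lower share of another cell type would raise all other lineages alike. In the 3 constructs with raised erythroid genes, the highest upper quartile of the eosinophil list was 0.61 and the lowest lower quartile of the erythroid list was 1, which argues against it. Early granule genes did rise as far in G-NHA9–21FGAA and G-NHA9–ΔDNA cells (1.43 and 1.66), but not in G-NHA9_Midi_–21FGAA cells (-0.06). Erythroid genes were lower in G-NHA9–8FA and G-NHA9_Midi_ cells than in G-NHA9 cells (-4.09, camera adjusted p = 4e-48, 25 of 25 genes called lower; -4.44, 2.7e-36, 24 of 25). Eosinophil genes (-2.48, 2.6e-08; -3.28, 2.4e-12) and megakaryocyte genes (-1.16, 2.9e-05; -2.5, 1.6e-10) were also lower there, and these calls held under fry. The erythroid median in G-NHA9 cells was 5.13% and 4.4% of that in G-NHA9–8FA and G-NHA9_Midi_ cells. An effect of G-NHA9 smaller by the same share on every lineage would put its mast cell and basophil list at -0.07, but the upper quartile of that list was -0.5, which argues against it. A smaller effect of G-NHA9 that differs between lineages stays open, and late neutrophil genes, raised in G-NHA9–8FA cells and not in G-NHA9 cells (0.92 and -0.12), go with it. Cells without the construct in the G-NHA9 cultures would keep all lineages near the empty vector level, and the mast cell and basophil list was at -1.31 there. Erythroid RNA in these cultures may therefore differ with the construct, in the number of erythroid cells or in their expression, which counts of whole cultures do not separate. This is a hypothesis found and tested on the same data.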

How the results depend on the processing

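The choices of filter, scaling, model and test and the alternatives to them were made before the data were examined. There were 14 alternatives apart from leaving out 1 library at a time. Where a value moved, the cause was not tested, except that a filter or a fold change minimum leaves fewer genes that can be counted.

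Numbers of changed genes moved by no more than 1.5 times in 100 values. A minimum absolute log2 fold change of 1 left 1810 (G-NHA9), 1643 (G-NHA9–8FA), 2560 (G-NHA9_Midi_), 1029 (G-NHA9–21FGAA), 599 (G-NHA9_Midi_–21FGAA) and 517 genes (G-NHA9–ΔDNA) against the empty vector. Against G-NHA9 it left 863 (G-NHA9–8FA), 1365 (G-NHA9_Midi_), 1348 (G-NHA9–21FGAA) and 1627 (G-NHA9–ΔDNA), between G-NHA9_Midi_–21FGAA and G-NHA9_Midi_ 2907, between G-NHA9–21FGAA and G-NHA9–8FA 1909, and between G-NHA9_Midi_ and G-NHA9–8FA 290. A fit to the 2 conditions only gave 1559 genes for G-NHA9–8FA against G-NHA9. Between G-NHA9_Midi_ and G-NHA9–8FA, 1192 genes were changed with the sex-linked score as a covariate.

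With the replicate number as a block, all 13 numbers of changed genes rose. They rose from 5511 to 6895 (G-NHA9), from 2903 to 4352 (G-NHA9_Midi_–21FGAA) and from 2952 to 4297 (G-NHA9–ΔDNA) against the empty vector, and from 2960 to 3936 (G-NHA9–21FGAA) and from 3798 to 4827 (G-NHA9–ΔDNA) against G-NHA9. In these 5 comparisons all pairs of same-numbered libraries passed the limit set for pairing. In the others, against the empty vector, the block gave 5922 (G-NHA9–8FA), 8350 (G-NHA9_Midi_) and 6022 (G-NHA9–21FGAA). Against G-NHA9 it gave 3952 (G-NHA9–8FA) and 4992 (G-NHA9_Midi_), between G-NHA9_Midi_–21FGAA and G-NHA9_Midi_ 8789, between G-NHA9–21FGAA and G-NHA9–8FA 7097, and between G-NHA9_Midi_ and G-NHA9–8FA 1314. It changed the call on *Rps12* in G-NHA9_Midi_ against G-NHA9 cells (adjusted p 0.026) and no call on the 2 gene lists.

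Without TMM, the split into higher and lower genes moved from 2894 and 2617 to 5007 and 1636 for G-NHA9, and from 3520 and 3440 to 5087 and 2784 for G-NHA9_Midi_. It moved from 2515 and 2145 to 4543 and 991 for G-NHA9–21FGAA, from 1646 and 1257 to 3272 and 667 for G-NHA9_Midi_–21FGAA and from 1691 and 1261 to 2916 and 620 for G-NHA9–ΔDNA. It moved from 1104 and 1380 to 625 and 2504 for G-NHA9–8FA against G-NHA9, from 2626 and 2937 to 3905 and 1835 for G-NHA9–21FGAA against G-NHA9–8FA, and from 259 and 470 to 586 and 406 for G-NHA9_Midi_ against G-NHA9–8FA. The number of genes raised in G-NHA9, G-NHA9–8FA and G-NHA9_Midi_ alike was 2061 without TMM.

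The number of raised *Hox* genes moved by no more than 1.5 times in 37 values. With only genes at a mean of at least 1 CPM, it was 10 for G-NHA9, 9 for G-NHA9–8FA, 8 for G-NHA9_Midi_ and 1 for G-NHA9–ΔDNA. For G-NHA9–21FGAA it was 4 in a fit to the 2 conditions only. For G-NHA9_Midi_–21FGAA it was 4 without TMM, with the replicate block, with the sex-linked score and with DESeq2, and 1 with no filter and in a fit to the 2 conditions.

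With an estimated correlation between genes, the camera adjusted p of ribosomal protein genes rose to 0.53 (G-NHA9), 0.47 (G-NHA9–8FA and G-NHA9_Midi_), 0.48 (G-NHA9_Midi_–21FGAA) and 0.54 (G-NHA9–ΔDNA) against the empty vector. Against G-NHA9, it rose to 0.49 (G-NHA9–8FA) and 0.48 (G-NHA9_Midi_). That of DNA replication genes rose to 0.2 (G-NHA9), 0.46 (G-NHA9–8FA and G-NHA9_Midi_), 0.11 (G-NHA9–21FGAA) and 0.092 (G-NHA9_Midi_–21FGAA and G-NHA9–ΔDNA). Then also 0 of the 20 higher Reactome sets were raised in each of the 3 constructs tested (0 at an unadjusted p under 0.05), while 3, 6 and 4 of the 10 lower sets were still lowered. Under fry, the ribosomal protein genes of G-NHA9–ΔDNA had an adjusted p of 0.2. Without TMM, those of G-NHA9–21FGAA changed direction (adjusted p 0.82). PC1 held 63.21% of the variance with 1000 genes.

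Among 622 values of *Hoxa9*, *Flt3*, *Meis1*, *Pbx3*, *Rps12* and *Rpl12*, 2 became weaker, 5 stronger and 5 changed direction, all of the last for genes that were not called. Without TMM, *Rps12* and *Rpl12* in G-NHA9–ΔDNA cells had log2 fold changes of 0.06 and 0.10 against the empty vector. Between G-NHA9_Midi_ and G-NHA9–8FA, *Hoxa9* was at 0 with the replicate block and -0.08 with the sex-linked score, and *Rps12* at 0 with that score.

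With 1 library left out, numbers of changed genes against the empty vector lay in the ranges 4930 to 5499 (G-NHA9), 3660 to 4430 (G-NHA9–8FA) and 6063 to 7045 (G-NHA9_Midi_). For the others they were 3430 to 4695 (G-NHA9–21FGAA), 2009 to 3231 (G-NHA9_Midi_–21FGAA) and 1918 to 3314 (G-NHA9–ΔDNA; 1918 without its replicate 3). Against G-NHA9 they were 1556 to 2827 (G-NHA9–8FA; 1556 without G-NHA9 replicate 5), 2517 to 3709 (G-NHA9_Midi_), 2449 to 3056 (G-NHA9–21FGAA) and 3196 to 3986 (G-NHA9–ΔDNA). They were 6653 to 7280 between G-NHA9_Midi_–21FGAA and G-NHA9_Midi_, 4401 to 5617 between G-NHA9–21FGAA and G-NHA9–8FA, and 379 to 894 between G-NHA9_Midi_ and G-NHA9–8FA. The last count was 379 without G-NHA9_Midi_ replicate 2, 400 without its replicate 3 and 455 without G-NHA9–8FA replicate 2. Raised *Hox* genes numbered 13 to 17 (G-NHA9–8FA), 10 to 13 (G-NHA9_Midi_), 1 to 2 (G-NHA9_Midi_–21FGAA; 1 without empty vector replicate 1, 3 or 4 or its own replicate 2, 3 or 4) and 2 to 4 (G-NHA9–ΔDNA), and stayed at 21 and 7 for G-NHA9 and G-NHA9–21FGAA. The camera adjusted p of ribosomal protein genes in G-NHA9–21FGAA cells ranged from 0.00071 (without empty vector replicate 5) to 0.62, with the direction changed without empty vector replicate 2 (0.51). For DNA replication genes in G-NHA9–8FA cells it ranged from 0.00033 to 0.06 (without G-NHA9–8FA replicate 5). The other calls on these 2 lists held in every such fit. PC1 held 66.92% to 71.02% and PC2 9.18% to 12.02%.

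Of 780 single-gene values with 1 library left out, 6 became weaker, 5 stronger and 11 changed direction, the last all for genes that were not called. Weaker were *Pbx3* in G-NHA9–8FA cells (without empty vector replicate 2 or its own replicate 3), *Rpl12* in G-NHA9–21FGAA against G-NHA9 cells (without G-NHA9 replicate 2 or 3 or G-NHA9–21FGAA replicate 1) and *Meis1* in G-NHA9–ΔDNA against G-NHA9 cells (without G-NHA9–ΔDNA replicate 1). Stronger were *Flt3* and *Meis1* in G-NHA9_Midi_–21FGAA cells (without their replicate 4 or 1), *Rps12* in these cells (without empty vector replicate 5), and *Rps12* in G-NHA9_Midi_ and *Rpl12* in G-NHA9–8FA against G-NHA9 cells (without G-NHA9 replicate 3). The ranges with a change of direction were -0.26 to 0.47 for *Hoxa9* in G-NHA9_Midi_–21FGAA cells, -0.06 to 0.11 and -0.15 to 0.02 for *Rps12* in G-NHA9–21FGAA and G-NHA9–ΔDNA cells, and -0.11 to 0.08 for *Rpl12* in G-NHA9–ΔDNA cells. Between G-NHA9_Midi_ and G-NHA9–8FA, they were -0.07 to 0.15 for *Hoxa9*, -0.03 to 0.20 for *Meis1* and 0 to 0.10 for *Rps12*.

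The depth limits *Flt3*, which had 3 to 11 counts in the empty vector libraries. It also limits the *Hox* genes with at most 3 counts in every empty vector library, and for these only a bound on the fold change can be given.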

Differences from the paper's values

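Of the values compared, the shares of variance of PC1 and PC2 in Fig. 6C, none differed beyond the limits set.

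The paper states that, apart from G-NHA9, G-NHA9–8FA and G-NHA9_Midi_, the constructs did not induce *Hox* genes. Here 7 *Hox* genes were higher than in empty vector cells in G-NHA9–21FGAA cells (4 in a fit to the 2 conditions only). There were 2 in G-NHA9_Midi_–21FGAA cells. That number was 1 with no filter and in a fit to the 2 conditions. It was 4 without TMM, with the replicate block, with the sex-linked score and with DESeq2. In G-NHA9–ΔDNA cells there were 3, namely *Hoxa9*, *Hoxa10* and *Hoxb9* (1 among genes at a mean of at least 1 CPM). None of the alternatives tried for these counts reached 0. However, 1, 3 and 2 *Hox* genes were lower in G-NHA9–21FGAA, G-NHA9_Midi_–21FGAA and G-NHA9–ΔDNA cells. Their summed *Hox* levels were 15.9, 8.62 and 27.5 CPM, against 8.75 CPM in empty vector cells. Without *Hoxa9* they were 12.6, 7.51 and 8.54 CPM, against 7.78 CPM. The sum thus did not rise in G-NHA9_Midi_–21FGAA cells, nor clearly in G-NHA9–ΔDNA cells apart from *Hoxa9*.

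The paper states that *Hoxa9* was raised by the constructs that induce the myeloid lineage and not by the others that carry a homeodomain. Here its log2 fold change against the empty vector was 4.27 in G-NHA9–ΔDNA cells and 1.74 in G-NHA9–21FGAA cells, both past the threshold in every alternative fit and without any 1 library. For G-NHA9–ΔDNA cells, transgene reads and expression of the mouse gene cannot be told apart. The difference from the paper there may therefore not concern the mouse gene.

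The paper states that *Meis1* and *Pbx3* rose strongly in G-NHA9 cells and did not in the other conditions. Here, beside 1.41 in G-NHA9 cells, *Meis1* was higher in G-NHA9–21FGAA cells (1.21) and in G-NHA9–ΔDNA cells (0.83), in every alternative fit and without any 1 library. *Pbx3* was also higher, though far less than in G-NHA9 cells (3.30), in G-NHA9–8FA cells (0.44), G-NHA9–21FGAA cells (0.69) and G-NHA9_Midi_–21FGAA cells (0.58). The call in G-NHA9–8FA cells was lost with no filter (0.43), without empty vector replicate 2 (0.37) and without G-NHA9–8FA replicate 3 (0.38). A minimum absolute log2 fold change of 1 would leave out *Meis1* in G-NHA9–ΔDNA cells and *Pbx3* in all 3 of these conditions. *Pbx3* in G-NHA9_Midi_ cells and *Meis1* in G-NHA9_Midi_–21FGAA cells were not called, except without TMM (0.42 and 0.58), with the sex-linked score (*Pbx3*, 0.36) and without G-NHA9_Midi_–21FGAA replicate 1 (*Meis1*, 0.53).

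The paper describes ribosome and translation genes, including *Rps12* and *Rpl12*, as gene sets raised by G-NHA9–8FA and G-NHA9_Midi_ and not shared with G-NHA9. Its Table S3 gives the Reactome set for translation an FDR under 0.05 in all 3 (0.0352 in G-NHA9, 0.000284 in G-NHA9–8FA and 0.000356 in G-NHA9_Midi_ cells). Other such sets go with the paper's description. In G-NHA9 cells it gives 0.228 for cytoplasmic ribosomal proteins and 0.106 for the KEGG ribosome set. Translation initiation and elongation are there at 0.0814 and 0.0932. In G-NHA9–8FA and G-NHA9_Midi_ cells, all of these lie between 0 and 0.0202. Here *Rps12* and *Rpl12* were also higher in G-NHA9 cells than in empty vector cells, by 0.40 and 0.50, and 37 of 79 ribosomal protein genes were, with a median of 0.31. Directly against G-NHA9, these 79 genes had a median of 0.34 in G-NHA9_Midi_ cells (79 positive, 37 called, fry adjusted p = 0.016). In G-NHA9–8FA cells it was 0.24 (76 positive, 11 called, fry adjusted p = 0.048). With an estimated correlation between genes, the set was not called against the empty vector in G-NHA9 cells (camera adjusted p 0.53), but neither was it in G-NHA9–8FA or G-NHA9_Midi_ cells (0.47 in each). Nor was it called in these direct comparisons (0.48 and 0.49).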

Other observations

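The tests on *Hoxa9* in G-NHA9–ΔDNA cells, on Y-linked transcripts and on single libraries behind *Meis1* were chosen only after the results were seen. So were those on gene length in the comparisons of ribosomal protein genes of G-NHA9–8FA and G-NHA9_Midi_ with G-NHA9 cells.

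For the numbers of changed genes, other splits of the same libraries were compared with the real one. Of 126 splits of 10 samples into 5 and 5, 100 were drawn, the real one included. Against the empty vector, 1 of the 100 splits of the 10 samples gave as many changed genes as the real split, itself, for each of the 6 constructs. Another split gave at most 2170 genes for G-NHA9, 1123 for G-NHA9–8FA, 3583 for G-NHA9_Midi_, 2219 for G-NHA9–21FGAA, 982 for G-NHA9_Midi_–21FGAA and 2419 for G-NHA9–ΔDNA. The same held, with 1 of the 100 splits, for the comparisons with G-NHA9 (at most 1442 for G-NHA9–8FA, 1096 for G-NHA9_Midi_, 1428 for G-NHA9–21FGAA and 1498 for G-NHA9–ΔDNA), of G-NHA9_Midi_–21FGAA with G-NHA9_Midi_ (3218) and of G-NHA9–21FGAA with G-NHA9–8FA (1841). The median over the other splits was 0 in every comparison. Where same-numbered libraries were correlated, splits that also part all 5 pairs gave at most 1617 genes for G-NHA9 (14 such splits), 982 for G-NHA9_Midi_–21FGAA (11) and 309 for G-NHA9–ΔDNA (12) against the empty vector, and 1498 for G-NHA9–ΔDNA against G-NHA9 (13). For G-NHA9–21FGAA against G-NHA9, they gave at most 3.41% of the number of the real split (13). Between G-NHA9_Midi_ and G-NHA9–8FA, 2 of the 100 splits gave as many genes. The other was a split with G-NHA9_Midi_ samples 1 and 4 and G-NHA9–8FA samples 1, 2 and 3 on one side, which follows no label given, and it gave 1209 genes. Other splits of this comparison that part all 5 pairs gave at most 99 genes (13 such splits), although not all of its pairs passed the limit set. With the replicate number as a block, this comparison gave 1314 genes. The splits were fitted without the block, so this number cannot be set against theirs.

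*Hoxa9* counts might include reads from the human HOXA9 part of the constructs. In G-NHA9–21FGAA cells, which carry that part and did not differ from G-NHA9–8FA cells in *Nup98* (log2 fold change 0.04, adjusted p = 0.85 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *Hoxa9* was lower by -3.37. This argues against such reads as the origin of the rise in G-NHA9, G-NHA9–8FA and G-NHA9_Midi_ cells. For G-NHA9–ΔDNA cells, transgene reads and expression of the mouse gene cannot be told apart. *Hoxa7* on one side of it had a log2 fold change of 0.97 (adjusted p = 0.1 from the same test), *Hoxa10* on the other rose by 3.95 (adjusted p = 5.3e-05 from the same test). *Nup98*, the other partner of the fusion, was higher than in empty vector cells by 0.68 (adjusted p = 0.00052 from the same test), more than in any other construct (0.08 to 0.40). *Meis1* in G-NHA9–21FGAA cells did not rest on a single library, since its largest adjusted p over the 10 fits that each left out 1 library was 6.6e-05.

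Several technical explanations were tested for the rise of ribosomal protein genes in G-NHA9–8FA and G-NHA9_Midi_ cells. The lowest median over TMM, library sizes only and RLE was 0.52, and another scaling would move the random lists below alike. Among 10000 random lists of similar abundance, 0 had as high a median, and the highest median of lists matched on exonic length and abundance was 0.18. With the counts of 275 pseudogenes added to 59 of the genes, the lower of the medians was 0.54. These values argue against scaling, a trend over abundant genes, gene length and reads shared with pseudogenes. A change in expression or in the mix of cells is left as a hypothesis. Erythroid, eosinophil and megakaryocyte markers fell in the same cells, and counts of whole cultures do not separate the 2. In the direct comparison of G-NHA9–8FA with G-NHA9, however, 596 of 10000 lists matched on length and abundance had as high a median, so gene length may account for that difference. In that of G-NHA9_Midi_ with G-NHA9 (median 0.34), 0 of 10000 such lists were as high (highest, 0.20), which argues against gene length there. Of the lists of similar abundance, 5202 had as low a median as ribosomal protein genes in G-NHA9–ΔDNA cells, so their fall there is no larger than that of other abundant genes. In G-NHA9_Midi_–21FGAA cells (median -0.27), 1 of 10000 such lists was as low, and 0 of the lists matched on length and abundance were.

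Other lists fixed before any value was seen were tested against the empty vector. Medians are given in the order G-NHA9, G-NHA9–8FA, G-NHA9_Midi_, G-NHA9–21FGAA, G-NHA9_Midi_–21FGAA and G-NHA9–ΔDNA, with camera adjusted p in parentheses. DNA replication genes had 0.50 (7.4e-08), 0.23 (0.0076), 0.29 (0.002), 0.48 (1.9e-12), 0.48 (3.1e-15) and 0.49 (6.5e-18). Genes of rRNA processing had 0.44 (3.6e-10), 0.24 (3.3e-06), 0.53 (1.6e-12), 0.42 (6.7e-13), 0.31 (4.2e-13) and 0.33 (1.6e-12). All of these calls held under fry. Translation factors had 0.20 (0.0032), 0.22 (0.00037), 0.34 (3.1e-06), 0.13 (0.082), 0.10 (0.67) and 0.09 (0.4), and the 3 calls held under fry. Mitochondrial ribosomal protein genes had 0.07 (0.19), 0.13 (0.0035), 0.22 (0.00049), 0.04 (0.58), 0.03 (0.31) and 0.04 (0.49), of which only G-NHA9_Midi_ held under fry (0.012). Interferon-induced genes had 0.25 (0.33), -0.55 (0.053), -1.22 (0.0049), -0.14 (0.22), 0.23 (0.8) and -0.14 (0.38), and the call in G-NHA9_Midi_ cells held under fry (0.027). Directly against G-NHA9 they had -1.31 in G-NHA9_Midi_ cells (5.8e-08; fry 0.0041) and -0.60 in G-NHA9–8FA cells (5.9e-05; fry 0.054). With an estimated correlation, none of the calls in this paragraph held.

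Lineage markers had the following medians in the same order. Stem and progenitor genes had 1.24 (2e-11), 0.97 (1.7e-08), 0.98 (4.3e-06), 1.00 (2.8e-09), 0.05 (0.011) and 0.60 (0.00016). Early granule genes had 1.96 (0.00014), 2.01 (7.8e-05), 1.66 (0.0043), 1.43 (8.5e-05), -0.06 (0.97) and 1.66 (9e-08), where the value in G-NHA9_Midi_–21FGAA cells was 0.07 without TMM. Late neutrophil genes had -0.12 (0.24), 0.92 (0.00089), 0.12 (0.97), -0.04 (0.17), -0.31 (0.0015) and 0.43 (0.4), with 0.04 and 0.13 in G-NHA9 and G-NHA9–21FGAA cells without TMM. Macrophage genes had 0.08 (0.95), -0.26 (0.24), -0.60 (0.017), -0.47 (0.0066), -0.16 (0.17) and -0.30 (0.017). Mast cell and basophil genes had -1.31 (2.2e-08), -1.31 (4e-10), -1.66 (1e-08), 0.33 (0.096), 0.67 (0.00066) and 0.31 (0.24). Eosinophil genes had -1.22 (0.00087), -3.54 (5.1e-14), -4.42 (5.2e-12), 0.23 (0.53), 0.28 (0.31) and 0.42 (0.063). Megakaryocyte genes had -0.88 (0.0026), -2.14 (8e-11), -3.32 (5.4e-11), 0.68 (0.039), 0.08 (0.95) and 0.45 (0.24). Apart from macrophage genes in G-NHA9–ΔDNA and megakaryocyte genes in G-NHA9–21FGAA cells, these calls held under fry. With an estimated correlation they held for stem and progenitor genes except in G-NHA9_Midi_–21FGAA cells, for mast cell and basophil genes in G-NHA9, G-NHA9–8FA and G-NHA9_Midi_ cells, for eosinophil and megakaryocyte genes in G-NHA9–8FA and G-NHA9_Midi_ cells, and for early granule genes in G-NHA9–ΔDNA cells. Empty vector cells expressed 11 of the 13 stem and progenitor genes and 13 of the 17 macrophage genes over 1 CPM, and all genes of the other lists.

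RNA of *Itgam*, which encodes CD11b, had log2 fold changes of -0.39, 0.07, -0.12, -0.58, -0.41 and -0.45 in this order, of which only that of G-NHA9–21FGAA passed the threshold (adjusted p = 0.025 from the same test). These values cover only part of the reads of this locus. A second identifier (ENSMUSG00000108596.1), which overlaps the first (ENSMUSG00000030786.18) on the same strand, was at 7.24 CPM in empty vector cells against 277 CPM for the first, and how the counting shared reads between them is not known. Its log2 fold changes were -0.68, -0.06, -0.54, -0.63, -0.54 and -0.47, all past the threshold except that of G-NHA9–8FA. *Ly6g* was higher in G-NHA9–8FA cells (1.88, adjusted p = 4.8e-05 from the same test; 5 of 5 libraries) and not called in G-NHA9 (0.77) or G-NHA9_Midi_ cells (0.75). *Ly6c2* was higher in G-NHA9 (1.53), G-NHA9–8FA (1.83) and G-NHA9_Midi_ cells (2.07), with 5 of 5 libraries of each above every empty vector library.

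Y-linked transcripts fell with the number on the labels. Mean *Ddx3y* was 23.8, 14.9, 13.9, 9.05 and 9.34 CPM for numbers 1 to 5, and was higher in sample 1 than in sample 5 in 7 of 7 conditions. A score of sex-linked transcripts had means of -5.30, -5.28, -5.29, -6.42 and -6.89 in the same order, so it was lower only for numbers 4 and 5. Mean *Xist* was 537, 404, 384, 593 and 790 CPM. For the score, a permutation test that shuffled the numbers within conditions gave p = 1e-05. This is the smallest p possible with 100000 shuffles and argues against a chance order. The mean correlation of deviations from the condition's mean, 0.232 for the same number, is what a shared donor pool would give, but also what a shared day of culture or sequencing would, so these cannot be told apart. Within conditions, the score followed the first component of the deviations (Pearson's r = -0.68, permutation p = 0.0001, adjusted p = 0.0004; Spearman's rho = -0.74; r = -0.67 without the 2 farthest samples). Of the other relations among the 4 tested, it followed the second (r = -0.57, permutation p = 0.0043, adjusted p = 0.0086) and PC2 (r = -0.45, permutation p = 0.021, adjusted p = 0.028). It was not related to PC1 (r = 0.25, permutation p = 0.24). Sex of the donor mice and other differences that go with the number cannot be told apart, since 6815 genes followed the score, of which 222 lie on X or Y, and 6901 differed between the numbers.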
